# Enhanced CTLA‐4 blockade anti‐tumor immunity with APG‐157 combination in a murine head and neck cancer

**DOI:** 10.1002/cam4.7212

**Published:** 2024-04-30

**Authors:** Daniel Sanghoon Shin, Saroj Basak, Mysore S. Veena, Begoña Comin‐Anduix, Arjun Bhattacharya, Tien S. Dong, Albert Ko, Philip Han, Jonathan Jacobs, Neda A. Moatamed, Luis Avila, Matteo Pellegrini, Marilene Wang, Eri S. Srivatsan

**Keywords:** APG‐157, head and neck cancer, immune checkpoint inhibitors, microbiome, tumor microenvironment

## Abstract

**Background:**

A phase I clinical study for patients with locally advanced H&N cancer with a new class of botanical drug APG‐157 provided hints of potential synergy with immunotherapy. We sought to evaluate the efficacy of the combination of APG‐157 and immune checkpoint inhibitors.

**Methods:**

CCL23, UM‐SCC1 (human), and SCCVII (HPV−), MEER (HPV+) (murine) H&N cancer cell lines were utilized for in vitro and in vivo studies. We measured tumor growth by treating the mice with APG‐157, anti‐PD‐1, and anti‐CTLA‐4 antibody combinations (8 groups). The tumor microenvironments were assessed by multi‐color flow cytometry, immunohistochemistry, and RNA‐seq analysis. Fecal microbiome was analyzed by 16S rRNA sequence.

**Results:**

Among the eight treatment groups, APG‐157 + anti‐CTLA‐4 demonstrated the best tumor growth suppression (*p* = 0.0065 compared to the control), followed by anti‐PD‐1 + anti‐CTLA‐4 treatment group (*p* = 0.48 compared to the control). Immunophenotype showed over 30% of CD8+ T cells in APG‐157 + anti‐CTLA‐4 group compared to 4%–5% of CD8+ T cells for the control group. Differential gene expression analysis revealed that APG‐157 + anti‐CTLA‐4 group showed an enriched set of genes for inflammatory response and apoptotic signaling pathways. The fecal microbiome analysis showed a substantial difference of lactobacillus genus among groups, highest for APG‐157 + anti‐CTLA‐4 treatment group. We were unable to perform correlative studies for MEER model as there was tumor growth suppression with all treatment conditions, except for the untreated control group.

**Conclusions:**

The results indicate that APG‐157 and immune checkpoint inhibitor combination treatment could potentially lead to improved tumor control.

## 1 INTRODUCTION

Therapeutic potential of flavonoid called curcumin, derived from the plant *Curcuma longa*, has been studied for over 20 years in cancer medicine. It has been shown that curcumin can inhibit cancer cell growth by inhibiting cell cycle progression, and activating apoptosis and autophagy.^1^, ^2^ In clinical studies, curcumin showed inhibitory effect on immune suppressive cytokines.^3^ However, clinical application of curcumin has been hampered due to its poor oral absorption and rapid degradation.^4^

APG‐157, a first‐in‐class botanically derived immune‐oncology drug, consists of curcumin along with other pharmacologically active molecules derived from *C*. longa. It was developed based on one of the principles of evolutionary biology that the combination of multiple molecules resulting from a common biosynthetic pathway during the production of secondary metabolites can be far more efficacious in addressing a biological problem than a single molecule due to natural synergy of action among such molecules. Moreover, APG‐157 was formulated to be delivered in a hydrogel pastille via an oromucosal administration. In H&N cancer, such a delivery allows both topical absorption of the drug and also systemic absorption via buccal absorption. When this formulation was tested in our phase I clinical trial,^5^ it showed no adverse events. The clinical observations further suggested that APG‐157 has a great potential to be combined with immune checkpoint blockade. For example, APG‐157 treatment markedly enhanced CD8+ T‐cell infiltration into the TME and decreased concentrations of T‐cell inhibitory cytokines (IL‐1β, TNF‐α, and IL‐8), in saliva and serum. Interestingly, 16S RNA sequencing of oral microbiome of study subjects showed a reversal from high levels of *Bacteroides* genus and low levels of *Firmicutes* before the drug administration toward a more normal level of Firmicutes to *Bacteroides ratio* after 24 h of APG‐157 treatment in cancer subjects. Although a recent study showed no significant associations between oral bacterial diversity and clinical response to immunotherapy,^6^ that study was limited by the fact that there was no topical administration of the drug such as APG‐157 that is more likely to induce microbial changes. To evaluate potential utility of immunotherapy combination treatment with APG‐157, we performed in vitro and in vivo preclinical studies with APG‐157 using human and murine H&N cancer cell lines and immunocompetent mice.

For in vitro studies, we utilized HPV+ (CCL23) and HPV− (UM‐SCC1) cell lines and assessed the cell proliferation with APG‐157 in the presence or absence of interferons (IFNs) since IFN signaling plays a significant role in mediating response or resistance to checkpoint blockade immunotherapy.^7^, ^8^, ^9^, ^10^ For in vivo studies, we utilized immunocompetent C3H/HeOuJ mice for subcutaneous tumor growth by injecting murine H&N cancer cell lines (SCCVII and MEER) and determined anti‐tumor activities of several combinations of immune checkpoint inhibitors, including anti‐CTLA‐4 antibody and APG‐157. Analysis of gut microbiome of the mice treated with APG‐157 and immune checkpoint inhibitors have shown significant shifts in gut microbial species which might be associated with treatment response.

## 2 RESULTS

### 2.1 Effects of APG‐157 and curcumin with and without interferons in cell proliferation, NF‐κB, apoptosis, and cell cycle

APG‐157 is currently under phase II clinical study as a neoadjuvant treatment for patients with locally advanced H&N cancer. We tested growth inhibitory effects with several concentration to identify suitable concentration to combine with interferon treatment. We performed MTT assays and observed approximate IC50 for APG‐157 is 29.8 μg/mL for CCL23 cells (data not shown). Then, we tested two seeding densities (4000 and 8000 cells per well) using CCL23 and UM‐SCC1 cells by treating them with 5 or 10 μg/mL of APG‐157 and Curcumin. APG‐157 at 10 μg/mL showed a strong growth inhibitory effect for both the seeding densities (data not shown). Then, we re‐assessed the proliferation of these two cell lines with 8 μg/mL of APG‐157 and Curcumin, found growth inhibitory effect (Figure 1A–D). Western blot analysis of IFN signaling, cell cycle, and NF‐κB pathways in CCL23 cells demonstrated relatively inert IFN signaling as opposed to UM‐SCC1 (Figure 1E,F). Notably, PD‐L1 expression was down‐regulated in CCL23, but up‐regulated in UM‐SCC1 by APG‐157.

**FIGURE 1:**
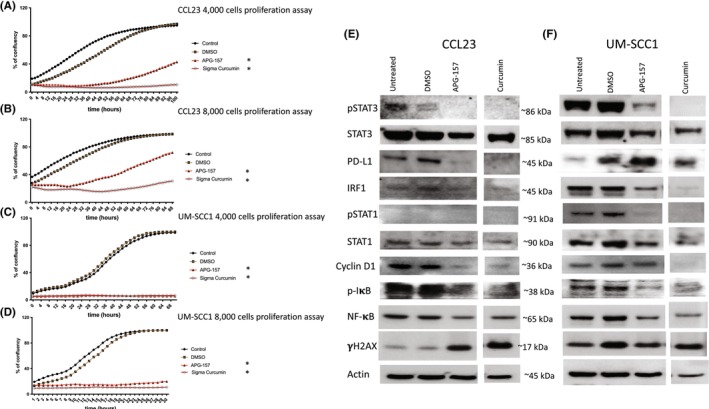
Proliferation and western blot analyses of CCL23 and UM‐SCC1 human H&N cancer cell lines with treatment of APG‐157 and curcumin derivatives. (A, B) CCL23 proliferation assay with curcumin derivatives (8 μg/mL of APG‐157, and Sigma Curcumin) by seeding 4000 and 8000 cells into 96‐well plates. Cell density was measured by live cell imager, incucyte. APG‐157 was compared to curcumin, all of the unpaired t tests reached statistical significance. (C, D) UM‐SCC1 proliferation assay with curcumin derivatives (8 μg/mL of APG‐157, and Sigma Curcumin) by seeding 4000 and 8000 cells into 96‐well plates. Incucyte measured cell densities as stated above. As CCL23, APG‐157 showed stronger inhibitory effect on UM‐SCC1 compared to CCL23. *p < 0.0001 comparing control versus each treatment group (unpaired, nonparametric *t*‐test). (E, F) Western blot analyses of CCL23 and UM‐SCC1 for IFN, NF‐κB pathways and γH2AX. The cells were treated with DMSO and curcumin derivatives for 2 days, cells were collected for cell lysis, and these blots represent at least two independent experiments.

Despite the fact that interferon (IFN)‐γ can induce growth inhibition in cancer cells through immune‐sensitization, the growth inhibitory effect is not uniform among various cancer cells. Based on unpublished observations, approximately 35%–40% of melanoma cell lines (a total 55 cell lines have been tested) have more than 50% of cell growth inhibition with IFN‐γ. Interestingly, this may be in alignment with the general response rate to immune checkpoint blockade therapy for patients with advanced melanoma. This opens an opportunity to identify potential agents or genes that might work synergistically or additively with IFN‐γ to induce enhanced growth inhibition using the concept of synthetic lethality. Based on our previous experience with IFN‐γ in melanoma model, we performed proliferation assay on CCL23 and UM‐SCC1 cells by treating them with IFNs with and without APG‐157.

The required concentration of APG‐157 for the combination treatment with IFNs was determined by seeding two different cell numbers of UM‐SCC1 cells while the IFN concentrations were based on our previous report (Figure S1A,B).^7^ IFNs alone showed moderate degree of inhibitory effect on proliferation whereas APG‐157 (8 μg/mL) combined with IFN‐γ demonstrated maximum inhibitory effect (Figure S1B). We treated UM‐SCC1 or CCL23 cells with APG‐157 (8 μg/mL) with or without IFNs and the results showed maximum inhibitory when APG‐157 was combined with IFN‐β (Figures S1C–F). We subsequently assessed IFN signaling, apoptosis, and NF‐κB with IFNs at 0, 8, or 20 μg/mL of APG‐157 at three different time points (6, 18, and 48 h) (Figure S1G). The degree of induction of PD‐L1/STAT/p‐STAT1 was higher with IFN‐γ, but p‐STAT3 was substantially lower with IFN‐γ compared to IFN‐β treatment. However, when IFN‐γ was combined with APG‐157, there was robust p‐STAT1 induction and substantial reduction of p‐IκB/NF‐κB compared to IFN‐γ alone, particularly at the 48‐h time point. The in vitro proliferation assays on multiple human (H1975, H1703, A226, A427, RH2, and HCC827) and murine cancer cell lines (SCCVII, MEER+, MC38, and KPL) showed growth inhibitory effect with APG‐157 in the presence of IFNs (Figure S2).

### 2.2 APG‐157 oral administration with food shows absorption of curcumin and components in mouse tissues

We first determined the best mode of providing APG‐157 for tissue absorption using food, drinking water, and i.p. modes of APG‐157 delivery (Figure S3A). We tested four mice each with APG‐157 via food (1% w/w in mouse chows), in water (2.5 mg/mL for 7 days and 10 mg/mL for 3 more weeks, also containing 5% sucrose to compensate for the taste), via i.p. (intraperitoneal injection 5 days a week of 0.5 mg in 200 μL pharmaceutical grade saline/mouse for 1 week and 1.0 mg in 200 μL saline/mouse for 3 more weeks). The control mice received regular mouse chow. Blood was collected through tail vein on a weekly basis and at the end of the 4‐week period when the mice were sacrificed. At the time of sacrifice, we also collected liver, kidney, and spleen tissues. Absorption of the different components of APG‐157 were measured using mass spectrometry. The results showed the presence of curcumin and its derivatives in the serum and liver of APG‐157 food treated group.^11^ The APG‐157 components were not detected in the control, APG‐157 in water and i.p. administration groups (Figure S3B–E). CBC and chemistry studies did not show any toxicity (data not shown), and mice weights from all three groups were comparable to the control group (Figure S3F–J). Thus, the results indicated that APG‐157 (1% w/w in mouse chow) is consumed and the APG‐157 components are absorbed into the circulating blood cells and mouse tissues. It is considered that when a mouse is chewing the APG‐157 containing food, it is absorbed through oral mucosa as we have seen in human trials (where the pastille is kept in oral cavity for slow absorption). Based on these results, we supplied 1% APG‐157 in mouse chow for the subsequent studies.

### 2.3 APG‐157 enhances anti‐tumor activity in combination with anti‐CTLA‐4 antibody

We optimized the number of murine H&N cancer cells, SCCVII using C3H/HeOuJ mice, and determined that 100,000 cells would yield subcutaneous tumor when injected into the mice flanks (Figure 2A). After the cell injection, the mice were monitored until the tumor reached palpable size, and the mice were then assigned to different groups. Mouse anti‐PD‐1 and anti‐CTLA‐4 antibodies were administered every 3–4 days via intraperitoneal injection for a total of 4 times. Around Day 12, we collected tumors for immunohistochemistry and immunophenotyping by flow cytometry. Mice were sacrificed on Day 21, and tumors were collected. Tumor growth analysis showed that APG‐157 combined with the anti‐CTLA‐4 antibody suppressed tumor growth (Figure 2A,B). Individual group tumor growth data pointed to higher growth of anti‐PD‐1 treated mice (Figure 2C–J). Survival analysis by Kaplan–Meier and Cox Proportional Hazard model showed that APG‐157 + anti‐CTLA‐4 group had the best survival suggesting that this combination did not result in any toxicity (Figure 2K).

**FIGURE 2:**
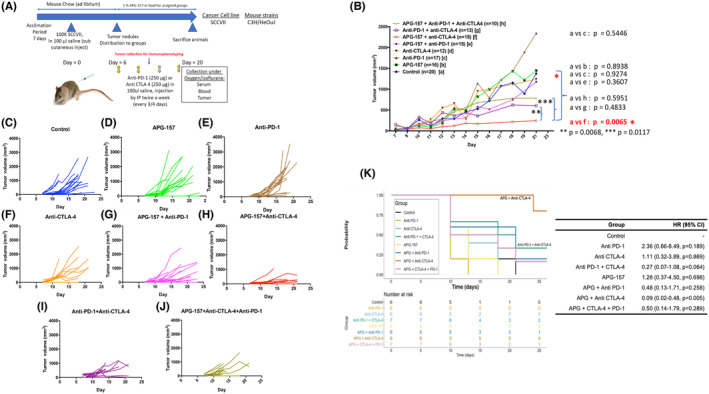
Anti‐tumor activity of APG‐157 and immune checkpoint inhibitors on syngeneic murine SCCVII H&N cancer model. (A) Work flow of mice experiments to assess anti‐tumor activity of APG‐157 and immune checkpoint inhibitors. C3H/HeOuJ mice were purchased from Jackson laboratory, and 100,000 SCCVII cells were injected into flank after 7 days of acclimation period. Once the palpable tumor nodules were confirmed (50–100 mm^3^), mice were randomized to each group and initiated treatment, total 8 groups including control (saline injection). 250 μg of Anti‐PD‐1/CLTA‐4 antibodies was injected 4 times with 3–4 days interval while APG‐157 were administered with food continuously until the end of experiments. Upon sacrifice, tumor and spleen were collected. For immunophenotyping of the tumor, selected mice were sacrificed between Days 12–13 (after the two injections of immune checkpoint inhibitors). (B) Anti‐tumor activity measured by tumor volume (mm^3^) for each treatment group. Control group was compared to each treatment group, APG‐157 + Anti‐CTLA‐4 treatment demonstrated statistically significant tumor control. APG‐157 + Anti‐CTLA‐4 group showed statistically significant tumor control compared to Anti‐PD‐1/CTLA‐4 and APG‐157 + Anti‐PD‐1/CTLA‐4 groups (Mann–Whitney test, *p*‐value stated in the figure). (C–J) Individual mice tumor volume changes in each treatment group. (K) Kaplan–Meier survival curves. The data were submitted to a Cox proportional hazards regression analysis. Compared to the control group, mice in the APG + Anti‐CTLA‐4 group had a significantly reduced risk of death (HR = 0.09, 95% CI [0.02, 0.48], *p* = 0.005). The reduction in risk of death for the Anti‐PD‐1 + CTLA‐4 group was marginally significant (*p* = 0.064).

### 2.4 APG‐157 and immune checkpoint inhibitor combination treatments recruit T cells into tumor microenvironment (TME)

We observed marked increase in CD8+ and CD4+ T‐cell population in post APG‐157 tumor biopsy in a recent phase I clinical trial.^5^ In the present study, we assessed TME by flow cytometry for SCCVII tumors. There was a 10‐fold increase in the proportion of CD8+ T cells (35% vs. 4%) in the APG‐157 and anti‐CTLA‐4 antibody treated group in comparison with the untreated control group (Figure 3A). Due to limited tumor samples, the CD8+ T‐cell assessment by flow cytometry did not reach statistical significance (*p* = 0.2, for Control vs. APG‐157 + anti‐CTLA‐4, Figure 3B). Most of the other groups showed a proportion of 2%–5% of CD8+ T‐cell population. For the CD4+ T cells, we observed variabilities and were not statistically significant (data not shown). We also assessed the values of subset of immune cells using the flow cytometry (Figures S4 and S5). Although statistically not significant, there was a trend toward increase in the population of tumor neutrophil and decrease in NKT population for APG‐157 and anti‐CTLA‐4 combination (Figure 3B). Interestingly, multiple repeat experiments showed accelerated tumor growth with anti‐PD‐1 single therapy group.

**FIGURE 3:**
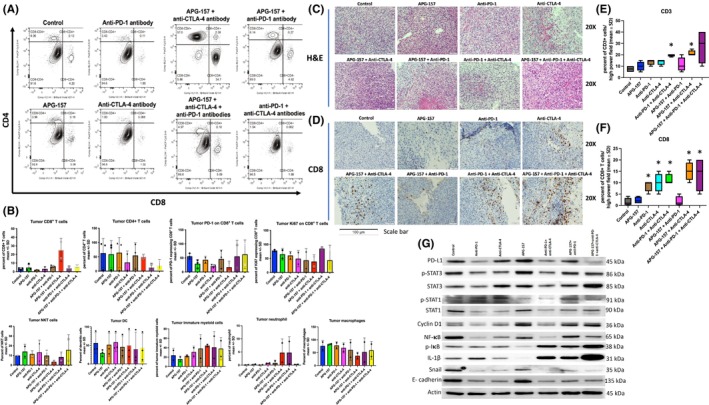
Increased CD8+ T‐cell infiltration with APG‐157 + Anti‐CTLA‐4 treatment. (A) Each tumor sample was subject to immunophenotyping via flow cytometry by staining with CD8 and CD4 antibodies. APG‐157 and Anti‐CTLA‐4 treatment groups showed markedly increased CD8+ T cells compared to other groups. (B) Percent of each subtype of immune cells by immunophenotyping of the tumors measured by flow cytometry. At least two data points were used for this analysis. CD8 T cells were enriched in the APG‐157 + Anti‐CTLA‐4 group; however, it was statistically not significant, most likely due to the limited number of data points. The rest of subset analysis did not show statistically significant changes. (C) Hematoxylin and eosin staining of the mice tumors for each group. (D) Immunohistochemical staining with anti‐CD8 antibody. (E, F) Quantitative analysis of CD3 and CD8+ T cells from each treatment group, respectively. *p < 0.05. Each data point derived from percentage of CD3 and CD8 positive cells per high power fields (×40). (G) Western blot analysis of the tumors from each treatment group. APG‐157 + Anti‐CTLA‐4 group is missing due to insufficient tumor (available tumor sample was used for flow cytometry). The western blot analysis of this group is shown in Figure 5P along with CD8+ T‐cell depleted groups. Immunoblot was performed for IFN signaling molecules (PD‐L1, STAT3, STAT1), NF‐κB/p‐IκB and epithelial‐mesenchymal transition (EMT) markers (Snail, E‐cadherin, and IL‐1β). This represents two independent experiments.

We assessed the tumor histology by H&E and immunohistochemistry by staining for the expression of CD3 and CD8; there was a significant increase in CD3+ T cells in Anti‐PD‐1/CTLA‐4 and APG‐157/Anti‐CTLA‐4 groups (Figure 3C–F). CD8+ T cells were significantly increased for most of the groups except for APG‐157 and APG‐157/Anti‐PD‐1 groups (Figure 3F). There was significant increase in PD‐1 expression for anti‐PD‐1 and anti‐CTLA‐4 treated group; Foxp3 expression was increased for triple combination group (APG‐157 + anti‐PD‐1 + anti‐CTLA‐4) (Figure S6A–H). Western blot analyses were performed for all the groups except for APG157 + anti‐CTLA‐4 groups because there was no tumor available for this analysis. However, one small‐resected tumor was available from this group for multi‐color flow cytometric analysis and immunohistochemistry presented above. APG‐157 treatment suppressed NF‐κB and p‐IκB expression whereas single immunotherapy groups suppressed NF‐κB, but not p‐IκB (Figure 3G). A possible reason for the single immunotherapy group showing inhibition of NF‐κB, but not p‐IκB could be due to inhibition of noncanonical NF‐κB pathway or AKT pathway which are not targeted by APG‐157.^12^ The APG‐157 + immunotherapy combination groups, however, showed down‐regulation of NF‐κB and increased expression of p‐IκB, possibly again through a noncanonical NF‐kB signaling pathway. APG‐157 treatment in general did not affect IFN signaling molecules (STAT1, pSTAT1, STAT3, and pSTAT3), although PD‐L1 expression appears to show a slight increase in comparison with the untreated control. Single checkpoint inhibitor therapies or combined with APG‐157 or double immunotherapy decreased p‐STAT1 and PD‐L1 expression (in these blots, resected samples represent both the tumor, stromal and immune cells in the TME).

We also assessed IL‐1β and epithelial to mesenchymal transition (EMT) markers (snail and E‐cadherin) with tumors treated with APG‐157 and immune checkpoint inhibitors. The role of IL‐1β in modulation of EMT markers (E‐cadherin and snail) has been studied earlier, indicating that IL‐1β enhanced snail expression led to increased metastatic burden in the H&N cancer cell line model.^13^ Interestingly, APG‐157 inhibited IL‐1β and snail, while slightly increasing the expression of E‐cadherin. Single checkpoint inhibitor therapies or combination groups demonstrated suppression of snail and E‐cadherin suggesting that there might be involvement of other EMT markers (examples include Twist and Zeb1) in the SCCVII tumor cell growth (Figures 3G and 5P). IL‐1β expression was significantly increased among combination groups although it was almost completely lost with APG‐157 treatment. This suggests that IL‐1β might be increased through noncanonical NF‐κB or other signaling pathways in checkpoint blockade treated groups. Our data also suggest that targeting IL‐1β might improve the efficacy of combination therapies. Western blot analyses of tumors including those from CD8+ T‐cell depletion studies showed down‐regulation of STAT3/pSTAT3, but up‐regulated PD‐L1/STAT1/pSTAT1 in the APG‐157 + anti‐CTLA‐4 antibody group (Figure 5P). NF‐κB was modestly down‐regulated compared to the control; however, there was a substantial difference in NF‐κB down‐regulation compared to anti‐CD8 antibody and APG‐157 + anti‐CTLA‐4/CD8 antibody groups.

We tested another H&N cancer model, MEER (HPV−). The tumor growth experiment was performed with optimization of cell number as Figure S7A shows. The tumor grew substantially slower than SCCVII model, and the therapeutic effect of single CTLA‐4 or anti‐PD‐1 antibodies was substantial. Hence, we were not able to collect tissue samples to perform TME studies with these experiments (Figure S7B–L).

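RNA from subcutaneous SCCVII tumors, a mouse squamous cell carcinoma grown in immunocompetent C3H/HeOuJ mice, was sequenced as 20 libraries. They made up 10 groups of 2 libraries, here called replicates A and B: control, the single agents anti-PD-1, APG-157 and anti-CTLA-4, APG-157 + anti-PD-1, APG-157 + anti-CTLA-4, APG-157 with anti-PD-1 and anti-CTLA-4, anti-PD-1 + anti-CTLA-4, anti-CD8, and anti-CD8 + APG-157 + anti-CTLA-4. APG-157 was given at 1% w/w in chow and each checkpoint antibody at 250 µg per dose. The authors made libraries from mRNA, trimmed the reads with Trimmomatic 0.39 and estimated an expected count per gene with Salmon against the mouse genome GRCm39. No normalization had been applied to these deposited counts, which cover 54309 genes, 51484 of them with a gene symbol. Total counts (in units of 1e6) were 55.1 and 52.1 for control replicates A and B, 54.9 and 59.0 for APG-157, 48.7 and 55.0 for anti-PD-1, 49.7 and 58.4 for anti-CTLA-4, and 54.9 and 54.6 for APG-157 + anti-PD-1. They were 70.1 and 56.0 for APG-157 + anti-CTLA-4, 52.4 and 50.8 for APG-157 with anti-PD-1 and anti-CTLA-4, 43.9 and 57.9 for anti-PD-1 + anti-CTLA-4, 54.7 and 72.1 for anti-CD8, and 67.9 and 49.7 for anti-CD8 + APG-157 + anti-CTLA-4. The expected counts were rounded, and 19567 genes that passed edgeR's low-count filter (minimum count 10, minimum total 15) were fitted in all 20 libraries together, with library sizes scaled by TMM. A gene was called changed at an adjusted p under 0.05 from edgeR's quasi-likelihood test (Benjamini-Hochberg) and a log2 fold change over 2 in size, the fold given in the legend of Figure 4. Levels are given as CPM, the counts scaled to a library of 1e6 by the TMM-scaled library sizes, as the mean of the 2 libraries ± SD. Gene lists were tested with limma's camera at a preset correlation between genes of 0.01, adjusted over 270 tests (30 lists in 9 comparisons with control), and again with a correlation estimated from the data. The tests, the lists and the rule for naming genes were fixed before the data were examined. Some lists hold genes that the paper had already picked from these libraries. Gzma, Gzmb and Prf1 are in the cytotoxic list, and Acod1 and Saa3 are in the inflammatory list. Sets with such genes are not independent of the paper's results. The labels and methods do not say whether the 2 libraries of a group came from separate tumors, so the p-values measure only the spread between these libraries. The 2 APG-157 + anti-CTLA-4 libraries lay closer together than any other pair: their biological coefficient of variation was 4.23%, against 20.7% to 85.1% in the other 9 groups. Results for that group are therefore also given with its 2 libraries summed as 1 sample, a setting chosen after seeing the data.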

Differential gene expression from these treatment groups was assessed by RNA‐seq using the tumor samples. 

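Against control, 3 genes fell with APG-157 + anti-CTLA-4. Mgp (ENSMUSG00000030218.3) encodes matrix Gla protein, which keeps the extracellular matrix from calcifying, and was at 6.78 ± 0.388 CPM in the treated tumors and 112 ± 29.8 CPM in control (SD, n = 2). This is a log2 fold change of −4.04 (standard error 0.55, adjusted p = 0.0441 from edgeR's quasi-likelihood test). Col6a2 (ENSMUSG00000020241.14), a chain of type VI collagen, was at 71.1 ± 4.67 CPM against 329 ± 54.0 CPM, a log2 fold change of −2.21 (standard error 0.31). Ntng1 (ENSMUSG00000059857.16), a membrane-bound netrin of growing axons, was at 0.510 ± 0.0491 CPM against 4.50 ± 0.591 CPM, a log2 fold change of −3.14 (standard error 0.42). The number of higher genes was 0 by edgeR, while 2171 genes had an unadjusted p under 0.05 in either direction. DESeq2, run on the same 20 libraries with the same thresholds, gave 34 higher and 88 lower genes. The 3 calls from edgeR were lost when any 1 of the 4 compared libraries was left out, when the 2 treated libraries were summed as 1 sample, and with the level of skeletal muscle genes as a covariate, and that of Mgp also without a low-count filter. The call of Col6a2 was also lost with the replicate letter as a block. The log2 fold changes of the 3 genes moved little over 12 alternatives. They ran from −4.29 to −3.74 for Mgp and −2.37 to −2.04 for Col6a2, and moved by less for Ntng1. Without replicate B of the anti-CD8 combination in the fit, a setting also chosen after seeing the data, edgeR gave 3 higher genes (Nipal1, 1700017M07Rik and Gm43181) and 9 lower. With anti-CD8 + APG-157 + anti-CTLA-4, 2 predicted genes fell by edgeR, Gm6505 and Gm43802, which had 0 counts in both treated libraries. They were at least 51.1-fold and at least 130-fold lower than in control, from a floor of 3 counts over the group. DESeq2 gave 1251 higher and 13 lower genes in that comparison, and edgeR gave 2759 changed genes without replicate A of the treated group and 1 without control replicate B. Without control replicate A, edgeR called Gm6505 and Pde2a, a cyclic nucleotide phosphodiesterase, in place of the pair. When replicate B of the treated group was left out, Gm43802 was no longer called. The predicted gene Gm8979 was called lower instead (log2 fold change −10.3). Replicate B of that group had a mean log2 CPM of 6.24 over the adipocyte genes, against −2.11 to 0.38 in the other 19 libraries. The number of changed genes by edgeR was 0 in 6 other comparisons with control: APG-157 (149 genes at an unadjusted p under 0.05), anti-PD-1 (121), anti-CTLA-4 (1262), APG-157 + anti-PD-1 (476), APG-157 with anti-PD-1 and anti-CTLA-4 (877) and anti-CD8 (233). DESeq2 gave 7 higher and 9 lower genes with APG-157, 6 and 3 with anti-PD-1, 6 and 8 with anti-CTLA-4, 7 and 8 with APG-157 + anti-PD-1, 11 and 9 with APG-157 with anti-PD-1 and anti-CTLA-4, and 7 and 9 with anti-CD8. Without control replicate A, Pde2a was called higher by edgeR in each of these 6 comparisons except APG-157 + anti-PD-1, and without APG-157 replicate A, the predicted gene Gm12751 was called lower with APG-157. Pde2a, Gm8979 and Gm12751 were named after their values were seen.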

Volcano plots and gene ontology (GO) analyses showed substantial differences in up‐regulated and down‐regulated genes (Figure 4A,B; Figures S8 and S9). For control versus APG‐157 + anti‐CTLA‐4, Figure S10 shows the top 10 genes that are significantly down‐regulated. 

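All 10 genes tabulated in Fig. S10A had 0 counts in both APG-157 + anti-CTLA-4 libraries. Most of them are known from striated muscle: Myo18b encodes a myosin, Lmod2 a nucleator of thin filaments, Ckmt2 the sarcomeric creatine kinase of mitochondria, Cox8b a muscle form of a cytochrome c oxidase subunit, Sln a regulator of the calcium pump, and Eef1a2 a translation elongation factor of muscle and neurons. The 2 control libraries together held 104 counts of Eef1a2, 53 of Myo18b and 45 of Lmod2, so that these genes were at least 39.7-fold, 20.2-fold and 17.2-fold lower with treatment. Ckmt2 (16 control counts), Cox8b (11) and Sln (9, all in replicate B) were at least 6.11-fold, 4.20-fold and 3.44-fold lower. Tceal7 had 3 control counts, which allow no fold. The predicted genes Gm42429 (3606 control counts) and Gm43587 (143) were at least 1376-fold and at least 54.6-fold lower. Each bound sets 3 counts over the treated group as its floor. The lowest and highest adjusted p from edgeR's quasi-likelihood test over these genes were 0.17 for Gm42429 and 0.82 for Tceal7. DESeq2 on all 20 libraries called all 10, with adjusted p from 3.39e-09 for Gm42429 to 0.00553 for Gm43587. These calls include Ckmt2, Cox8b, Sln and Tceal7, which have 3 to 16 control counts. DESeq2 on the 2 compared groups only did not call these genes. Over the list, edgeR called 0 genes lower (2 at an unadjusted p under 0.05, and 2 adjusted over the list alone). The median log2 fold change was −4.34 with the genes at their bounds (adjusted p = 5.41e-07 from limma's camera, adjusted p = 0.36 with an estimated correlation). The study chose these genes on the same libraries, so their direction is not independent evidence.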

We assessed each of these genes via human protein atlas (TCGA expression data sets) for potential prognostic role in H&N cancer. Interestingly, high expressions of Myo18b, Ckmt2, and Eef1a2 showed unfavorable prognoses in H&N cancer, and Sln (sarcolipin) and Tceal7 are unfavorable for renal cell carcinoma. High Obscn (top of the down‐regulated genes) expression showed a trend toward unfavorable prognosis in H&N cancer (Figure S10). Thus, down‐regulation of genes related to poor prognosis correlated well with improved tumor control seen in APG‐157 + anti‐CTLA‐4 antibody group. 

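The muscle genes of Fig. S10A followed other skeletal muscle genes from library to library. Of 36 skeletal muscle genes outside that table, 34 had a negative fold change with APG-157 + anti-CTLA-4 against control, with a median log2 fold change of −4.59 (adjusted p = 7.70e-07 from limma's camera, adjusted p = 0.77 with an estimated correlation). Among them were Myl1, a myosin light chain (log2 fold change −6.98), Tnnt3, the troponin T of fast fibers (−6.20), Actn3, the actinin of fast fibers (−6.03, and −9.95 without replicate A of the treated group, which held all 4 treated counts), and Casq1, a calcium-binding protein of the sarcoplasmic reticulum (−4.83). Of the 36, the number lower by edgeR was 0, at an unadjusted p under 0.05 as well as adjusted, and 0 by DESeq2. Its mean log2 CPM was −1.51 and −1.50 in the APG-157 + anti-CTLA-4 libraries and 0.82 and 1.62 in the control libraries. Within other groups it ranged more widely, with 7.12 in replicate A and −1.51 in replicate B of APG-157 + anti-PD-1, 7.14 and −1.49 in APG-157 with anti-PD-1 and anti-CTLA-4, and −0.81 and 5.82 in anti-CTLA-4. Eef1a2 had 3368 counts in replicate A and 0 in replicate B of APG-157 + anti-PD-1, and 3088 and 0 counts in those of APG-157 with anti-PD-1 and anti-CTLA-4. Gm42429, in contrast, had between 399 and 35862 counts in each of the 18 libraries of the other groups. From the unfavorable prognosis at high expression of Myo18b, Ckmt2, and Eef1a2 in human H&N cancer, the paper concludes that lower expression of such genes went with the better tumor control of this group.

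**Figure D1:**
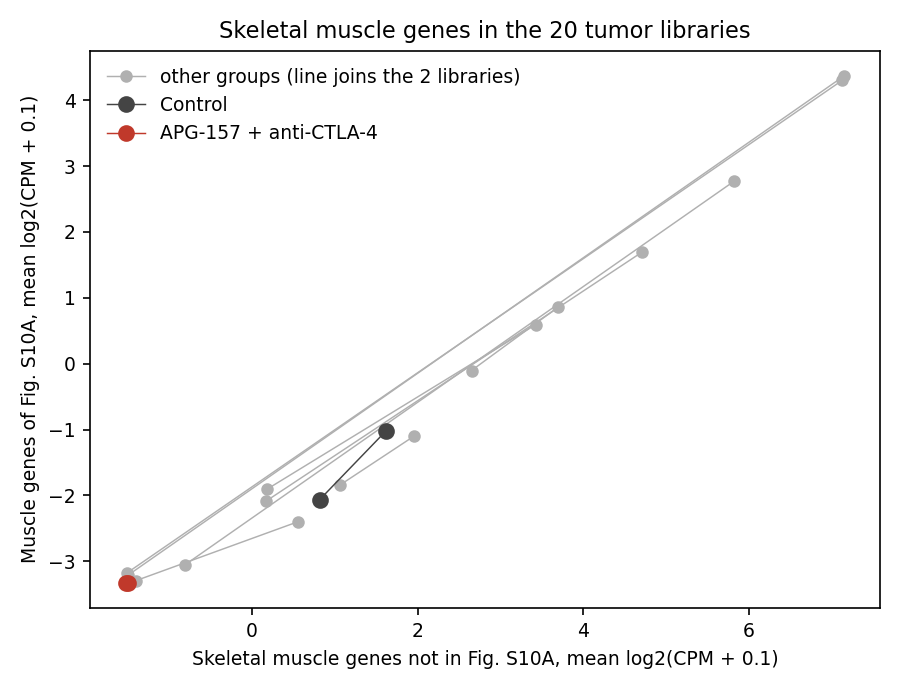
Mean log2(CPM + 0.1) of the muscle genes of Fig. S10A (y axis) against that of the skeletal muscle genes outside the table (x axis). Each point is 1 of 20 libraries and lines join the 2 libraries of a group. The APG-157 + anti-CTLA-4 pair lies at −1.51 and −1.50 on the x axis.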

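Gzma, Gzmb and Prf1, which encode granzymes A and B and perforin of cytotoxic lymphocytes, were at higher levels in both APG-157 + anti-CTLA-4 libraries than in both control libraries. Gzma (ENSMUSG00000023132.9) was at 16.3 ± 0.924 CPM with treatment and 1.89 ± 0.846 CPM in control (SD, n = 2), a log2 fold change of 3.10 (standard error 0.72, adjusted p = 0.17 from edgeR's quasi-likelihood test). Gzmb (ENSMUSG00000015437.6) was at 33.3 ± 0.531 CPM against 4.04 ± 1.38 CPM, a log2 fold change of 3.04 (standard error 0.91, adjusted p = 0.30 from the same edgeR test). Prf1 (ENSMUSG00000037202.7) was at 31.9 ± 1.29 CPM against 4.51 ± 2.45 CPM, a log2 fold change of 2.82 (standard error 0.89, adjusted p = 0.32 from the same edgeR test). None of the 3 passed edgeR's adjusted threshold, and DESeq2 called them with adjusted p of 7.97e-04, 0.0101 and 0.0192. Across 18 genes of cytotoxic effector cells, 17 had a positive fold change, with a median log2 fold change of 1.88. Their mean log2 CPM was 3.57 and 3.56 in treated replicates A and B, and 0.47 and 2.07 in control replicates A and B. The size of the difference therefore depended on the control library. The list was higher as a set (adjusted p = 9.28e-09 from limma's camera, adjusted p = 0.48 with an estimated correlation). Of its members, 0 were higher by edgeR adjusted over all genes, 3 at an unadjusted p under 0.05, 3 when adjusted over the list alone, and 3 by DESeq2. The 3 by DESeq2 were Gzma, Gzmb and Prf1, which the study had picked for Fig. S11A from the same libraries. Among 8 genes of natural killer cells, all had a positive fold change, such as the receptors Klrb1c (log2 fold change 2.02) and Klra7 (1.54), and the set had a median of 1.02 (adjusted p = 0.00130 from limma's camera, adjusted p = 0.54 with an estimated correlation). That call was lost without control replicate A (adjusted p = 0.18 from limma's camera). With the 2 treated libraries summed as 1 sample, both sets stayed under the threshold. The treated group then holds 1 sample, so this cannot tell whether the 2 libraries are independent.

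**Figure D2:**
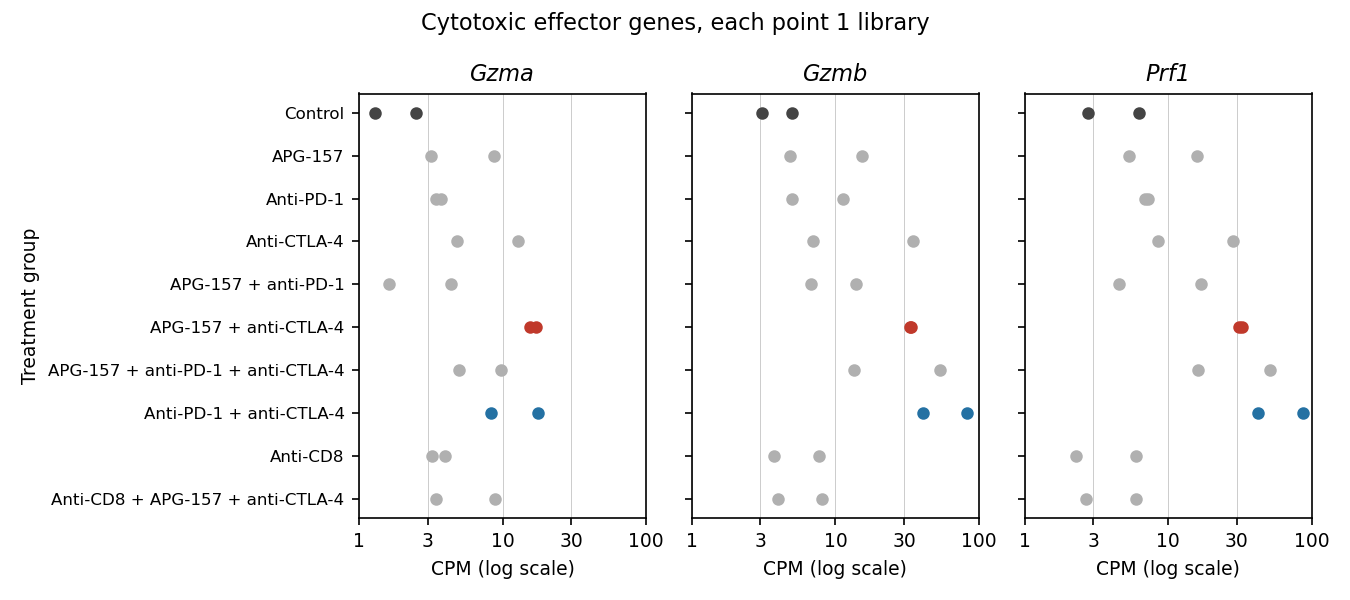
Level of Gzma, Gzmb and Prf1 (CPM, log axis) in each of the 20 libraries, by treatment group, 1 point per library. The APG-157 + anti-CTLA-4 libraries lie above both control libraries for each gene.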

Among the top 10 up‐regulated genes shown in Figure S11, several are related to T‐cell cytotoxic activity, such as Gzma, Gzmb, and Prf1.^14^ In addition, increased expression of TCR‐β chain variable 13‐3 might (Trbv13‐3) suggest expansion of a specific set of CD8+ T cells targeting tumor antigens. 

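Trbv13-3, a variable segment of the T cell receptor beta chain, had 75 counts in the 2 APG-157 + anti-CTLA-4 libraries and 6 in the 2 control libraries, a log2 fold change of 3.38 (standard error 1.54, adjusted p = 0.45 from edgeR's quasi-likelihood test, adjusted p = 0.29 from DESeq2). As a share of all counts of beta chain variable segments, it made up 27.0% in replicate A (44 of 163 counts, 95% Wilson interval 20.8% to 34.3%) and 20.7% in replicate B (31 of 150, 15.0% to 27.8%). In control, the share was 2.33% (2 of 86, 0.640% to 8.09%) and 3.48% (4 of 115, 1.36% to 8.60%). The intervals cover counting error only. With anti-CTLA-4 alone, it was 2.55% in replicate A and 0 of 20 counts in replicate B, which allows a share of up to 15%. With APG-157 alone, it was 0 of 12 counts in replicate A, which allows up to 25%, and 4.76% in replicate B. With APG-157 + anti-PD-1, it was 39.7% in replicate A (121 of 305) and 2.22% in replicate B. A test of the share, with the total of the variable segments as library size, gave a log2 fold change of 2.99 for APG-157 + anti-CTLA-4 (standard error 1.61, adjusted p = 0.35 over 9 comparisons from edgeR's quasi-likelihood test). Another segment, Trbv2, had the largest share in both treated libraries, 30.1% and 26.7%, and was named after its values were seen. The general T cell genes did not pass as a set: 20 of 23 had a positive fold change with a median log2 fold change of 0.34 (adjusted p = 0.18 from limma's camera). This median was 0.16 without control replicate A and 0.72 without control replicate B. Cd8a, a chain of the CD8 coreceptor, was at 11.9 ± 0.0145 CPM against 6.16 ± 0.717 CPM (SD, n = 2), a log2 fold change of 0.95 (standard error 1.24, adjusted p = 0.79 from edgeR's quasi-likelihood test). The near-identical segments Trbv13-1 and Trbv13-2 may share reads with Trbv13-3, and the 3 together made up 37.4% and 34.7% of segment counts in the treated libraries and 59.3% and 9.57% in control replicates A and B.

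**Figure D3:**
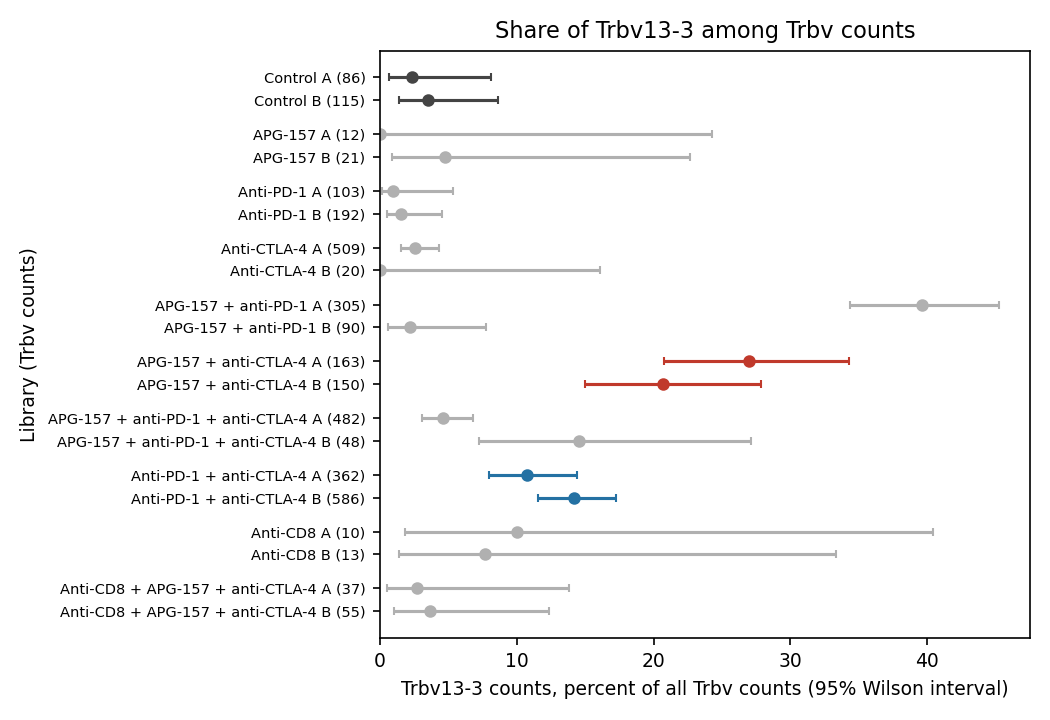
Share of Trbv13-3 among all counts of beta chain variable segments (%) in each of the 20 libraries, with 95% Wilson intervals and the segment counts in brackets. The 2 APG-157 + anti-CTLA-4 libraries lie at 27.0% and 20.7% and the control libraries at 2.33% and 3.48%.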

Among other top 10 up‐regulated genes, Scl7a2 suggestive of inflamed gene signature for H&N cancer and potentially a better prognostic marker.^15^ 

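Slc7a2 (ENSMUSG00000031596.16), a transporter of arginine and other cationic amino acids, was at 27.5 ± 1.51 CPM with APG-157 + anti-CTLA-4 and 2.30 ± 1.06 CPM in control (SD, n = 2). Its log2 fold change was 3.57 (standard error 0.96, adjusted p = 0.26 from edgeR's quasi-likelihood test, adjusted p = 0.00290 from DESeq2). It was at 24.8 ± 16.0 CPM with anti-PD-1 + anti-CTLA-4 and 8.49 ± 8.87 CPM with APG-157 with anti-PD-1 and anti-CTLA-4, and between 1.75 and 7.58 CPM on average in the remaining treated groups. All 10 genes of Fig. S11A had a positive fold change, with a median log2 fold change of 3.37 (adjusted p = 4.36e-17 from limma's camera, adjusted p = 0.0397 with an estimated correlation). Of them, 0 were higher by edgeR over all genes, 10 at an unadjusted p under 0.05, 10 when adjusted over the list alone, and 7 by DESeq2. The study picked these genes from the same libraries, so the counts are not independent evidence.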

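Acod1 (ENSMUSG00000022126.7), which encodes the enzyme that makes itaconate in activated macrophages, was at 94.0 ± 0.903 CPM with APG-157 + anti-CTLA-4 and 6.25 ± 1.39 CPM in control (SD, n = 2). Its log2 fold change was 3.91 (standard error 1.15, adjusted p = 0.29 from edgeR's quasi-likelihood test, adjusted p = 0.0171 from DESeq2). The level was 75.6 ± 29.0 CPM with anti-PD-1 + anti-CTLA-4 and 42.7 ± 45.0 CPM with APG-157 with anti-PD-1 and anti-CTLA-4, and from 2.65 to 20.3 CPM on average in the remaining treated groups. General macrophage genes did not pass as a set: 5 of 15 had a positive and 10 a negative fold change, with a median log2 fold change of −0.18 (adjusted p = 0.30 from limma's camera).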

Another up‐regulated gene Acod1 has been shown to play a role in tumor associated macrophage (TAM) metabolic reprogramming.^16^ Pires‐Afonso et al. have shown that decreased antigen presenting cell features and immune reactivity in TAMs during tumor progression are enhanced in Acod1‐deficient mice. For Mmp12 and Ltb4r1 genes, the high Mmp12 expression shows a trend toward better prognosis in H&N cancer (Human Protein Atlas). 

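Mmp12 (ENSMUSG00000049723.15), the elastase of macrophages, was at 22.0 ± 1.31 CPM with APG-157 + anti-CTLA-4 and 2.13 ± 1.39 CPM in control (SD, n = 2). Its log2 fold change was 3.37 (standard error 1.17, adjusted p = 0.37 from edgeR's quasi-likelihood test, adjusted p = 0.0710 from DESeq2). The level was 48.9 ± 60.6 CPM with anti-PD-1 + anti-CTLA-4, where the 2 libraries differed more than the groups did. Ltb4r1 (ENSMUSG00000046908.6), a leukotriene B4 receptor of leukocytes, was at 18.4 ± 0.735 CPM against 1.90 ± 0.00177 CPM, a log2 fold change of 3.27 (standard error 0.69, adjusted p = 0.17 from edgeR's quasi-likelihood test, adjusted p = 1.31e-04 from DESeq2). The next highest group mean of Ltb4r1 was 7.00 ± 0.444 CPM with anti-PD-1 + anti-CTLA-4. Neutrophil genes did not pass as a set, with 4 positive and 7 negative fold changes (adjusted p = 0.49 from limma's camera).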

The role of Ltb4r1 is still not clearly understood (Figure S11). When the anti‐PD‐1 + anti‐CTLA‐4 group is compared with the control we have observed that most of the differentially expressed genes that are up‐regulated (cut off by 2‐fold change with log_2_ scale) are related to a subset of immune cell function (Figure 4B). 

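Genes of cytotoxic and other T cells and of the interferon response stood higher with anti-PD-1 + anti-CTLA-4 than in control. Gzmb was at 61.6 ± 29.9 CPM and Prf1 at 64.4 ± 31.3 CPM (SD, n = 2), log2 fold changes of 3.93 and 3.84 (standard errors 0.95 and 0.93, adjusted p = 0.66 for both from edgeR's quasi-likelihood test, adjusted p = 5.32e-04 and 6.20e-04 from DESeq2). All 18 cytotoxic genes had a positive fold change, with a median log2 fold change of 3.00 (adjusted p = 1.60e-22 from limma's camera, adjusted p = 0.22 with an estimated correlation), and 15 were higher when adjusted over the list alone. So had all 23 T cell genes, among them Cd247 (2.65) and Lat (2.71), parts of T cell receptor signaling, with a median of 2.42 (adjusted p = 5.90e-22 from limma's camera, adjusted p = 0.32 with an estimated correlation). The other lymphocyte sets had medians of 2.21 for 11 checkpoint and exhaustion genes such as Tigit (2.23) and Pdcd1 (2.77), 1.56 for 10 regulatory T cell genes such as Foxp3 (1.20), and 1.80 for 8 natural killer cell genes such as Klrb1c (1.98). Their adjusted p from limma's camera were 2.86e-12, 1.29e-08 and 3.86e-09, with an adjusted p = 0.32 for each with an estimated correlation. The 27 interferon gamma response genes, such as Ido1, an enzyme of tryptophan breakdown (4.22), and the chemokine Cxcl11 (2.54), had positive fold changes with a median of 1.95 (adjusted p = 2.99e-30 from limma's camera, adjusted p = 0.32 with an estimated correlation), and 24 were higher when adjusted over the list alone. The 21 type I interferon genes had a median of 1.17 and the 13 antigen presentation genes, such as B2m (0.70) and H2-K1 (0.90), a median of 0.90 (adjusted p = 9.64e-20 and 7.63e-08 from limma's camera). With an estimated correlation, these became adjusted p = 0.32 and adjusted p = 0.39. Of 25 inflammatory genes, 21 had a positive fold change. They include Nos2, the inducible nitric oxide synthase (3.92), and the chemokine Cxcl1 (1.79, and 1.07 without replicate A of the treated group). The set was also called with an estimated correlation (median 1.08, adjusted p = 2.72e-14 from limma's camera, adjusted p = 0.0489 with an estimated correlation). It holds Saa3, labelled in Fig. 4B, and Acod1, of Fig. S11A, so it is not independent of the study's choice of genes. Calls for 14 B cell and plasma cell genes (adjusted p = 0.00723) and 13 dendritic cell genes (adjusted p = 0.00315) were lost without replicate B of the treated group (adjusted p = 0.0789 for both), and that for 11 neutrophil genes (adjusted p = 0.0135) without control replicate A (adjusted p = 0.51), all from limma's camera. With an estimated correlation, these sets had adjusted p = 0.62, adjusted p = 0.54 and adjusted p = 0.36. Gene by gene, edgeR called 0 genes higher over all genes, while 1182 genes had an unadjusted p under 0.05 in either direction, and DESeq2 called 42 genes higher. Without control replicate A, edgeR called 1 gene higher, Pde2a, named after its values were seen.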

Interestingly, the TCR‐β chain variable 13‐3 is also up‐regulated in this analysis, which we think further supports our hypothesis that T cells with this variable β chain might target tumor antigens.

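In the anti-PD-1 + anti-CTLA-4 libraries, Trbv13-3 had 122 counts, against 6 in control, a log2 fold change of 4.33 (standard error 1.58, adjusted p = 0.73 from edgeR's quasi-likelihood test, adjusted p = 0.24 from DESeq2). It made up 10.8% of the counts of beta chain variable segments in replicate A (39 of 362, 95% Wilson interval 7.98% to 14.4%) and 14.2% in replicate B (83 of 586, 11.6% to 17.2%). The test of its share gave a log2 fold change of 2.06 (standard error 1.57, adjusted p = 0.57 over 9 comparisons from edgeR's quasi-likelihood test). Cd8a was at 42.3 ± 20.2 CPM (SD, n = 2), a log2 fold change of 2.78, and Cd4, the coreceptor of helper T cells, had a log2 fold change of 2.13. The segments with the largest share were Trbv13-2 in replicate A, with 29.8%, and Trbv19 in replicate B, with 28.5%, both named after their values were seen. The near-identical segments Trbv13-1, Trbv13-2 and Trbv13-3, which may share reads, together made up 44.8% of segment counts in replicate A and 18.6% in replicate B.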

**FIGURE 4:**
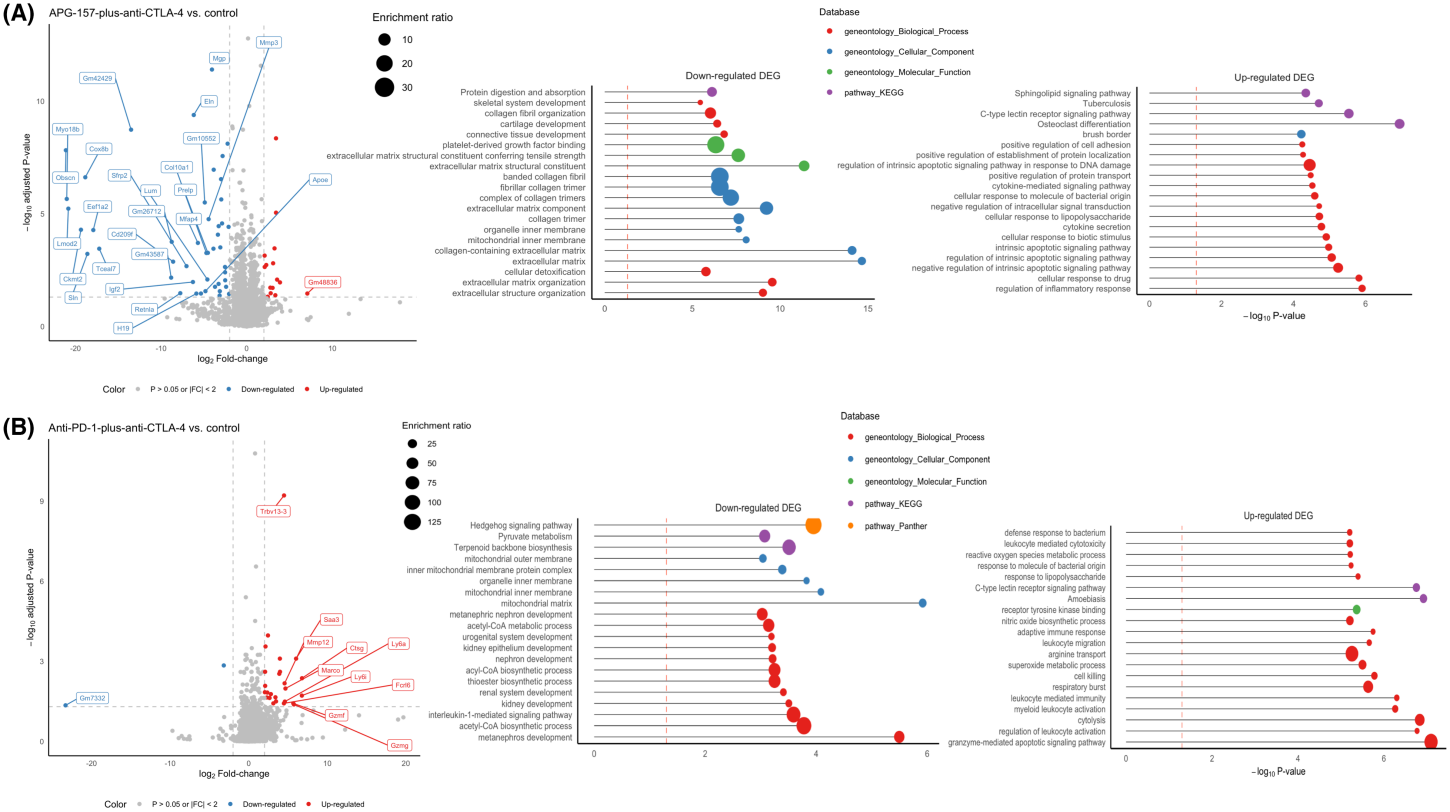
Differential gene expression of the tumors treated with APG‐157 and immune checkpoint inhibitors using RNA‐seq. (A) Volcano plot of the differential gene expression analysis for APG‐157 + anti‐CTLA‐4 versus Control. Significantly down‐regulated genes are annotated by blue colors, and up‐regulated genes are annotated by red colors. Gene ontology (Gene‐Set Enrichment) analysis shows a substantial number of genes and pathways are down‐regulated for APG‐157 + Anti‐CTLA‐4 groups. Banded collagen fibril, complex of collagen trimmers, and extracellular matrix component gene ontology groups were significantly down‐regulated (high enrichment ratio). Among up‐regulated genes, various inflammatory signaling, DNA damage response, and apoptotic signaling pathway gene ontology groups were significantly up‐regulated. (B) Volcano plot of differential gene expression analysis for Anti‐PD‐1 + Anti‐CTLA‐4 versus Control. It shows a minimal number of genes that are significantly down‐regulated contrasted to the number of genes that were significantly up‐regulated which are mostly immune related genes, and this is reflected well by gene ontology analysis. (A, B) The threshold for significance is set at >2 (log2 differential value, *x*‐axis), and *y*‐axis shows statistical value by log_10_ scale.

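Genes of collagen and other matrix proteins were lower with APG-157 + anti-CTLA-4 than in control. Of 30 collagen and matrix genes, 28 had a negative fold change, with a median log2 fold change of −1.02 (adjusted p = 5.06e-20 from limma's camera, adjusted p = 0.13 with an estimated correlation). One of them, Col6a2, fell by edgeR over all genes, and 10 were lower when adjusted over the list alone. Postn, a matrix protein of activated fibroblasts, was at 30.8 ± 1.28 CPM against 238 ± 75.7 CPM (SD, n = 2), a log2 fold change of −2.95 (standard error 0.51, adjusted p = 0.0851 from edgeR's quasi-likelihood test). Col6a1, the partner chain of Col6a2, and Sparc, a collagen-binding protein, had log2 fold changes of −1.41 and −1.06 (standard errors 0.27 and 0.20). The 8 matrix genes labelled in Fig. 4A all had negative fold changes, with a median of −4.63 (adjusted p = 6.74e-22 from limma's camera, adjusted p = 0.0397 with an estimated correlation). They include Eln, which encodes elastin (−6.16), the stromelysin Mmp3 (−4.43) and the small proteoglycan Prelp (−4.51). Mgp alone of these 8 fell by edgeR over all genes, and 8 were lower when adjusted over the list alone; the study labelled them on the same libraries, so this is not independent evidence. Among 12 fibroblast genes, 8 had a negative fold change, such as Fap, a protease of activated fibroblasts (−2.72), and Pdgfrb (−1.92), and the set had a median of −0.93 (adjusted p = 0.0123 from limma's camera, adjusted p = 0.52 with an estimated correlation). Without control replicate A, that call was lost (adjusted p = 0.0611 from limma's camera). Among 11 endothelial genes, 10 had a negative fold change, such as the junction gene Cdh5 (−1.08) and Tie1 (−1.22), with a median of −1.08 (adjusted p = 2.30e-06 from limma's camera, adjusted p = 0.52 with an estimated correlation). Skeletal muscle genes moved the same way in this comparison, and with their level as a covariate the collagen, fibroblast and endothelial sets stayed called. Over the alternatives at the preset correlation, the highest adjusted p from limma's camera was 9.86e-12 for the collagen and 1.26e-04 for the endothelial set. The collagen, fibroblast and endothelial sets also stayed called with the 2 treated libraries summed as 1 sample. This leaves open whether these 2 libraries are independent.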

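Inflammatory and interferon genes were higher as sets with APG-157 + anti-CTLA-4, and genes of the DNA damage response and apoptosis went both ways. Of 25 genes of inflammatory cytokines and NF-κB targets, 19 had a positive fold change, with a median log2 fold change of 0.52, or 0.46 with genes at 0 counts at their bounds (adjusted p = 1.59e-06 from limma's camera, adjusted p = 0.29 with an estimated correlation). They include the cytokine Tnf (log2 fold change 1.51, standard error 0.33), Ptgs2, an enzyme of prostaglandin synthesis (1.33, standard error 0.32), and Nos2 (2.48, standard error 0.79). Of these 25, 0 were higher by edgeR over all genes, 6 at an unadjusted p under 0.05, 4 when adjusted over the list alone, and 4 by DESeq2. Among the 4 by DESeq2 was Acod1, which the study had picked for Fig. S11A from the same libraries. All 27 interferon gamma response genes had a positive fold change, such as the chemokines Cxcl10 (1.96) and Cxcl11 (2.35), with a median of 1.43 (adjusted p = 3.60e-12 from limma's camera, adjusted p = 0.54 with an estimated correlation). All 21 type I interferon genes did so too, such as the antiviral genes Rsad2 (1.73) and Mx1 (1.19), with a median of 0.77 (adjusted p = 7.63e-08 from limma's camera, adjusted p = 0.54 with an estimated correlation). Of 29 genes of apoptosis and the DNA damage response, 15 had a positive and 14 a negative fold change, and the set was not called (median 0.13, adjusted p = 0.26 from limma's camera). Mdm2, the ubiquitin ligase of p53, had a log2 fold change of 0.58 (standard error 0.18), Bid, a promoter of apoptosis, 0.60, and the stress response genes Sesn2 and Sesn1 0.70 and −0.80. Of the 29, 0 were higher by edgeR over all genes, 4 at an unadjusted p under 0.05 and 0 by DESeq2, and DESeq2 called 1 lower, Sesn1. The inflammatory and the 2 interferon sets also stayed called with the 2 treated libraries summed as 1 sample. This does not test whether these 2 libraries are independent.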

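Fewer genes were lower than higher with anti-PD-1 + anti-CTLA-4 where a tool called any. DESeq2 called 5 lower genes, among them Astn2, Il17re, Ott and Gm44000, named after their values were seen. By edgeR, the number of lower genes over all genes was 0, with 330 genes beyond the fold minimum at an unadjusted p under 0.05 in either direction. Among the labelled genes on the higher side, Saa3, an acute-phase protein, was at 29.1 ± 14.1 CPM against 0.461 ± 0.212 CPM in control (SD, n = 2), a log2 fold change of 5.97 (standard error 1.45, adjusted p = 0.66 from edgeR's quasi-likelihood test, adjusted p = 1.06e-04 from DESeq2). Marco, a scavenger receptor of macrophages, had a log2 fold change of 4.62 (standard error 1.28), and Ly6a, Ly6i and Fcrl6, surface proteins of leukocytes, had 4.54, 6.69 and 4.42. The value of Fcrl6 rested on single libraries: it was 1.73 without replicate A of the treated group and 7.12 without control replicate B. On the lower side, the predicted gene Gm7332 had 0 counts in both treated libraries and was at least 126-fold lower than in control, where its counts lay in replicate A. Proliferation genes had slightly negative fold changes in 19 of 20 cases, with a median log2 fold change of −0.23 (adjusted p = 0.00709 from limma's camera, adjusted p = 0.78 with an estimated correlation), a call lost without replicate A of the treated group (adjusted p = 0.25 from limma's camera). Genes of apoptosis and the DNA damage response had negative fold changes in 22 of 29 cases, with a median of −0.26 (adjusted p = 0.0148 from limma's camera, adjusted p = 0.52 with an estimated correlation), a call lost without control replicate A (adjusted p = 0.12 from limma's camera).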

### 2.5 Depletion of CD8+ T cell abolishes anti‐tumor activity of APG‐157 and anti‐CTLA‐4 combination treatment

To assess the role of CD8+ cytotoxic T cells in the anti‐tumor activity of the combination treatment with APG‐157 and anti‐CTLA‐4 antibody, we performed depletion studies using anti‐CD8 antibody as shown in Figure 5A. The SCCVII subcutaneous tumors were treated with IgG or anti‐CD8 or APG‐157 + anti‐CTLA‐4 or APG‐157 + anti‐CTLA‐4/CD8 antibodies (Figure 5A). Control, anti‐CD8, and APG‐157 + anti‐CTLA‐4 + anti‐CD8 groups had tumor cell growth demonstrating loss of anti‐tumor activity when CD8+ T cells were depleted for the APG‐157 + anti‐CTLA‐4 treatment group (Figure 5B). Tumor growth of individual treatment groups indicated that there was no significant differential tumor growth among IgG, anti‐CD8, and APG‐157 + anti‐CTLA‐4 + anti‐CD8 antibodies treated groups (Figure 5C–F). Again, APG‐157 + anti‐CTLA‐4 treatment group demonstrated tumor growth suppression. The CD8 depletion by anti‐CD8 antibody was effective as we do not see CD8+ T cells in the treatment groups (Figure 5G). Immunophenotype by multi‐color flow cytometry for the tumor and spleen showed that other than CD8+ T‐cell changes, there was no significant changes for CD4+ T cell, tumor DC (dendritic cell), tumor macrophage, tumor immature myeloid cells, and tumor neutrophils (Figure 5H–O). Western blot analyses of the tumors showed up‐regulations of PD‐L1, STAT1, p‐STAT1, and IRF‐1 expression in a single small tumor from APG‐157 + anti‐CTLA‐4 treated group (Figure 5P). There was also significant down‐regulation for STAT3, p‐STAT3, and NF‐κB. The expression patterns seen with APG‐157 + anti‐CTLA‐4 treatment were reversed post CD8+ T‐cell depletion (see Figures 3G and 5P).

**FIGURE 5:**
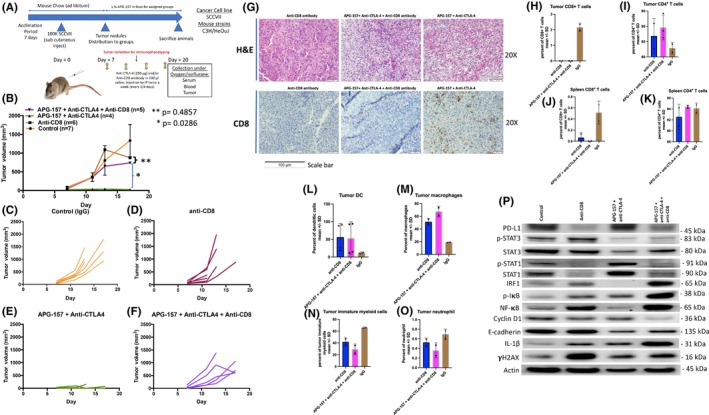
Depletion of CD8+ T cell abolished the anti‐tumor activity of APG‐157 and anti‐CTLA‐4 antibody treatment. (A) Work flow of mice experiments by depleting C8+ T cell by anti‐CD8 antibody. After the acclimation period, mice were subject to 100,000 SCCVII cancer cells into flanks, when the tumors reach to palpable size as described in Figure 2, mice were randomized into four groups, (i) Control, (ii) Anti‐CD8 antibody, (iii) APG‐157 + Anti‐CTLA‐4, and (iv) Anti‐CD8 antibody + APG‐157 + Anti‐CTLA‐4. APG‐157 was administered with food and Anti‐CD8, anti‐CTLA‐4 antibody were administered by intraperitoneally. Tumors were collected for immunophenotyping at Days 11–13 and sacrificed at Days 20–23. (B) Tumor volumes were plotted in the panel, and anti‐CD8 antibody + APG‐157 + Anti‐CTLA‐4 showed no difference compared to control or anti‐CD8 antibody groups. APG‐157 + Anti‐CTLA‐4 versus anti‐CD8 + APG‐157 + Anti‐CTLA‐4 was significant; *p* values were noted in the panel (Mann–Whitney test). (C–F) Individual mice tumor volumes were plotted for each group. (G) Upper panel: Hematoxylin and eosin, lower panel: CD8 IHC of the tumors. Image was taken at 20×, scale bar represents 100 μM. (H–K) percent of CD8+/CD4+ T cells of the tumor and spleen assessed by flow cytometry. (L–O) percent of dendritic cell, macrophage, immature myeloid cells, and neutrophil of the tumors assessed by flow cytometry. (P) Western blot analyses of the four groups of treatment. Immunoblots were performed for IFN (PD‐L1, STAT1, STAT3, IRF1), NF‐κB/p‐IκB, EMT markers (E‐cadherin, and IL‐1β), and autophagy markers (ATG7, LC3B, and Beclin). The blot represents at least two experiments.

### 2.6 APG‐157 shifts microbial species in mice with checkpoint inhibitor combination treatment

We sought to assess whether APG‐157 would change the composition of the gut microbiome in mice. We utilized C3H/HeOuJ mice and treated them with APG‐157 and all other treatment groups as discussed earlier (Figure 6). Principal component analysis of the fecal microbiome treated with two different concentrations of APG‐157 (one = 1% of APG‐157, two = 2% of APG‐167) showed distinct differences in microbial species in comparison with untreated controls (Figure 6A). The phylum and genus analyses showed a significant increase of *Lactobacillus* species (Figure 6B). Fecal microbiome principal component analysis of the treatment groups revealed dispersed microbial groupings (Figure 6C). Microbial diversity assessed by Shannon analysis showed APG‐157 + anti‐CTLA‐4 antibody treatment group to have the lowest diversity score (Figure 6D). Phylum and genus analyses, respectively, indicated that APG‐157 + anti‐CTLA‐4 antibody treatment group shifted microbiome mostly to Firmicutes (phylum analysis) and *Lactobacillus* (Genus analysis) (Figure 6E,F).

**FIGURE 6:**
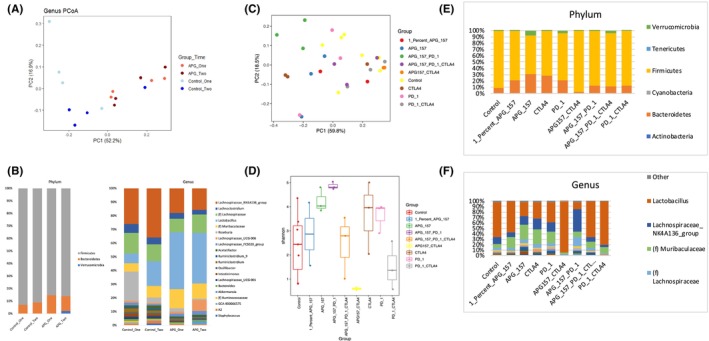
APG‐157 and Anti‐CTLA‐4 treatment significantly increased *Lactobacillus* microbial species in mice bearing SCCVII tumor. (A) Principal component analysis of 16S sequencing of the fecal material from the control and APG‐157 treated groups. The stool samples were collected prior to APG‐157 administration and after 4 weeks of administration. (B) Phylum and genus analysis of the 16S sequencing of the fecal material from panel A. After 4 weeks of APG‐157 administration, *Lactobacillus* population increased significantly. (C) Principal component analysis of 16S sequencing from each treatment group (APG‐157 and immune checkpoint inhibitors). (D) Shannon diversity analysis of each group using 16S sequencing. APG‐157 + Anti‐CTLA4 group showed the lowest diversity score among the group. (E, F) Phylum and genus analysis. APG‐157 + Anti‐CTLA‐4 group demonstrated increased Firmicutes and Genus analysis revealed that this treatment group has significant increase in the population of *Lactobacillus*.

## 3 DISCUSSION

Natural compounds found in plants have been the source of drug discovery over the past several decades, not only for cancer treatment but also for other human diseases.^17^ As we understand more of the biological activities and mechanisms of action for these compounds from the preclinical and clinical studies, we will gain insight into their utility in cancer therapy.^18^ Curcumin is one such natural compound that has been studied extensively over decades and clinical studies have been performed to test its utility as a cancer treatment.^19^ While many preclinical and some clinical studies were encouraging, its full clinical efficacy has not been realized. The overall approach to developing the drug based on curcumin has followed the reductionistic paradigm of a single agent synthetic drug which fails to leverage the evolutionary advantages of a natural, combination therapeutic where curcumin's pharmacological activity can be substantially enhanced. Superior pharmacological performance can result from synergistic interaction of multiple molecules—derived from a common biosynthetic pathway along with curcumin—where each molecule is designed to play a distinct role ranging from its versatility in binding to the proteins of interest, to avoidance of the toxicity, to enabling the absorption of the pharmacologically active molecules.

Therefore, APG‐157 was rationally designed by combining curcumin, the principal molecule, with other co‐evolved molecules from *C. longa*. Curcumin has been reported to suffer from efficient first‐pass metabolism and particularly glucuronidation and sulfation of curcumin, might explain its poor systemic availability when administered via the oral route and lackluster clinical effect in some cases.^20^ APG‐157 was developed to address the issue and enhance the systemic and local absorption. The drug substance containing curcumin was formulated as an oral hydrogel pastille not only to enhance systemic absorption but also enhance local direct effect on cancer cells in oral cavity.^5^ In Phase 1 study, subjects had no adverse events and correlative study has revealed anti‐inflammatory properties (decrease in inflammatory cytokines and enhanced T‐cell infiltration into TME) that could be exploited for the combination treatment with immunotherapy. Curcumin is reported to modulate the proliferation and activation of T cells. It can either inhibit or induce the T‐cell proliferation depending on its dose administered.^21^ Currently, APG‐157 is studied for patients with locally advanced H&N cancer as a neoadjuvant treatment for 4 weeks prior to surgical or chemo‐radiation treatment at our institution and so far, results have been encouraging (NCT053212710).

Cancer immunotherapy using immune checkpoint inhibitors has been a breakthrough development for patients with many types of cancer including H&N cancer. Many studies have demonstrated that tumor interferon signaling plays a critical role in mediating response and resistance.^7^, ^8^, ^9^, ^10^ Precision oncology or personalized medicine has become a reality with molecularly targeted therapies for patients with various types of malignancies. However, the major challenge with these targeted therapies is that majority of patients will eventually develop acquired resistance after initial response reflecting the cancer cell's remarkable adaptability or plasticity. Therefore, one might consider a drug that inhibits multiple signaling pathways or genes would prevent or delay the development of resistance. The field of targeted therapy has been testing various combinations to address drug resistance, and a great example is BRAF targeted therapy for patients with metastatic melanoma.^22^ However, these combination treatments are often challenging to administer due to significantly increased toxicities.^23^ In contrast, APG‐157 possesses the properties of inhibiting multiple oncogenic signaling pathways, including NF‐κB, and activate cell cycle senescence and at the same time have reduced toxicities. When this multiple signal targeting APG‐157 is combined with immunotherapy in vivo or IFNs in vitro, we have observed significant improvement in anti‐tumor activity and in cell proliferation inhibitory effect, respectively. Moreover, we have not observed toxicity that could limit the use of combination treatment in the in vivo studies. In addition, we have observed that APG‐157 shows complete tumor cell growth suppression in SCCVII murine H&N cancer model when it is combined with anti‐CTLA‐4 antibody which is dependent on CD8+ T cells in the TME (Figure 5B). This preclinical study is predominantly performed with mice as it potentially reflects human's biological or immunological response. Yet, we also understand the clear difference, particularly the immune system of mice versus human.^24^ Thus, we need to consider the immune differences as we interpret our results of the mice study. It appears that mice with some cancer models may have better response with anti‐CTLA‐4 antibody than anti‐PD‐1 antibody contrary to the observation in human cancers.^25^ SCCVII cell line model was tested by Sato‐Kaneko et al., which showed significant tumor control with anti‐PD‐1 antibody.^26^ This may indicate that clonal variant may influence the responsiveness to immune checkpoint inhibitors. Hence, we believe that the results presented here may provide the rationale to test the combination treatment of APG‐157 with immune checkpoint inhibitors, including anti‐PD‐1 antibody as it is the current backbone of majority of clinical studies in the combinatorial immunotherapeutic investigations.^27^

The role of microbiome in tumorigenesis and treatment response particularly for immunotherapy has been an intense research focus over the past 5–7 years. Various studies have suggested that there is an association between particular microbiome and immunotherapy response or resistance.^28^ Recent study by Owens et al. has suggested that *Lactobacillus rhamnosus GG* augments immunotherapy efficacy for colorectal cancer.^29^ Not only the treatment efficacy, various studies have suggested that *Lactobacillus* has immunomodulatory properties potentially alleviating treatment side effects (particularly for diarrhea) and general inflammatory response related to other diseases.^30^ Most recent report by Bender et al provided mechanistic insight of how bacterial translocation into TME can impact anti‐tumor activity by aryl hydrocarbon receptor signaling in T cells.^31^ Our results on gut microbial shift studies of APG‐157 + anti‐CTLA‐4 antibody treatment indicated that there is enhanced anti‐tumor immune response of the SCCVII H&N cancer cells possibly partly due to *Lactobacillus*.

In summary, we have observed the best tumor control for SCCVII model in immunocompetent mice studies with APG‐157 and anti‐CTLA‐4 combination treatment. The marked increase in adaptive immune cell infiltration into TME with this treatment is potentially mediated by gut microbial shift and multi‐oncogenic signaling inhibition. As we see encouraging results from ongoing phase II neoadjuvant study with AGP‐157, our study result warrants further trials of immunotherapy combination treatment for patients with locally advanced or advanced H&N cancer.

## 4 MATERIALS AND METHODS

### 4.1 Cell Lines

Human H&N cancer cell lines (UM‐SCC1 and CCL23) murine H&N cancer cell (SCCVII and MEER (HPV+)) lines were cultured with complete media (RPMI 1640) containing 10% fetal bovine serum, penicillin (100 U/mL), streptomycin (100 μg/mL), and amphotericin B (0.25 μg/mL). SCCVII cell line was a generous gift from Dr. Grandis at University of California, San Francisco and MEER cell line is from Dr. Cohen at University of California, San Diego. Cell lines were confirmed mycoplasma negative using mycoplasma detection kit (Biotool #B3903) and periodically tested for authentication.

### 4.2 Animals

In the syngeneic mouse model system, C3H/He‐OuJ and C57/BL6 mice are the immunocompetent animal species for syngeneic tumor formation using the SCCVII and MEER cell lines, respectively. Subcutaneous injections will be performed into immune competent C3H/He‐OuJ or C57/BL6 mice for the SCCVII or MEER cell lines. We will inject 100,000 (SCCVII) or 2 million (MEER) cells in 200 μL volume of pharmaceutical grade saline solution will be injected. Animals are housed in animal facility room in bldg. 113. The two mouse species are obtained from the Jackson Laboratory, 600 Main Street, Bar Harbor, Maine. Animals are housed in sterile rodent microisolator caging, with filtered cage top. Two to four animals will be housed in each cage, with animals resting directly on bedding. They are given free access to sterile water and food. All cages, covers, and bedding are sterilized weekly. Tumor volume is calculated using the formula *V* = 4/3*πW*2*L* where *W* is half of shorter axis diameter and *L* is half of longer axis diameter as described. Tumors were excised when the volume reached a maximum of 15 mm in one of the dimensions. All animal procedures were approved by the Institutional Animal Care and Use Committee of the West Los Angeles Veterans Affairs Medical Center, in accordance with the USPHS Policy on Humane Care and Use of Laboratory Animals. We used InVivoMab anti‐mouse PD‐1 (Ref# BE0146) and anti‐mouse CTLA‐4 (Ref# BE0131) or their corresponding isotypes were administered by intraperitoneal injection (250 μg/antibody/dose). The administering schedule is depicted in figures. Survival was monitored and tumors were measured daily until the animals died or the tumor volume reached 1500 mm^3^.

### 4.3 Tumor cell proliferation assay with APG‐157 and interferons

Actively growing CCL23 and UM‐SCCVII cells were seeded at 4000 and 8000 cells/well of 96‐well plate for incucyte experiments and at 10,000 cells/well for MTT assays. Cells were incubated overnight at 37°C with 5% CO_2_, and next day, they were treated with DMSO, Curcumin, and APG‐157 at 5,10,30, 50, 70 and 100 ug/ml for MTT assays. For incucyte experiments, cells were treated with APG‐157 at 1, 4, 8, 16, 18, and 20 μg/mL to determine the optimal cytotoxic concentration. For combinatorial treatment experiments with IFNs, only APG‐157 was used in combination with IFN for treating the cells. Plates containing control and treated cells were then placed in an incucyte, and cell proliferations were monitored for up to 7 days. In parallel experiments, cell viability was monitored by MTT assay following an established protocol. Growth curves generated from the incucyte data are represented the graphs. Similarly, cell viability data obtained by MTT assays were plotted to compare the effects of different treatments.

### 4.4 Immunophenotyping

Characterization of immune cell population was performed using mouse tumor samples which were collected at day 11‐13. Tumor samples were processed to generate single cell suspension using tumor dissociation kit (Miltenyi Biotec, catalog no. 130‐096‐730) per manufacturer's protocol. The samples were stained using two antibody panels, T (T cell) and D (Dendritic and myeloid) panels. T panel includes, PD‐1 (BV785, Biolegened: clone 29F.1A12), CD45 (BV650, Biolegend: clone 30‐F11), CD3(BV605, BD: clone 17‐A2), CD8A (BV421, Biolegend: clone 53‐6.7), Ki67 (FITC, eBioscience: clone SolA15), CD4 (PeCy5, Biolegend: clone RM4‐5), CD25 (APC, eBioscience: clone PC61.5), NKp46 (Ax700, BD: clone 29A1.4), FoxP3 (PE, eBioscience: clone FJK‐16s). D panel includes CD11c (BV650, Biolegend: clone N418), F4/80 (BV421, eBioscence: clone BM8), Ly6C (FITC, BD: clone AL‐21), Ly6G (PerCp5, eBioscience: clone RB6‐8C5), CD11b (APC, eBioscience: clone M1/70), MHC class II (Ax700, eBioscience: clone M5), and PD‐L1 (PE, BD: clone MIH5). Zombie aqua (BV510, Biolegend) was used to discriminate live/dead cell. Cells were stained with surface markers first, then fixed/permeated to stain FoxP3 and Ki67. Cells were analyzed by flow cytometry using a ATTUNE (ThermoFisher) at the UCLA Flow cytometry Core facility. Data were anlayzed using the FlowJo software (version 10.6.1).

### 4.5 Tumor RNA‐Seq analysis

RNA‐seq raw reads, stored as fastq files, were first quality controlled using FastQC 0.12.0 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and trimmed to minimum leading and trailing base qualities of >20, retaining at least 80% of each raw read using Trimmomatic v0.39.^32^ Next, using Salmon v1.5.1^33^ and GENCODE mouse transcriptomic annotations vM27,^34^ transcript‐level quantifications were estimated using a variational Bayes algorithm. Transcript‐level quantifications were imported into R/4.1.0 and summarized to the gene‐level using the tximeta Bioconductor package.^35^ Differential expression between experimental groups and the control groups was assessed using moderated shrinkage estimation of fold changes and dispersion using DESeq2 and apeglm.^36^, ^37^ Overrepresentation analysis of differentially expressed genes was conducted using WebgestaltR.^38^ Lastly, individual cell‐type proportions were estimated from the bulk gene expression and refernce immune cell gene expression profiles from ImmuCC^39^; cell‐type deconvolution was conducted using non‐negative least squares regression in a variance stabilized space using the unmix function from DESeq2.^36^

### 4.6 Immunohistochemistry

Mice tumor samples were fixed with 4% paraformaldehyde; tissue block and slides were processed in TPCL (UCLA pathology service); immunohistochemical staining was performed with validated antibodies. Automated detection was performed using Leica Bond RX processor with the following steps based on the Protocol using Bond Polymer Refine Detection kit (Leica Biosystems, Cat#: DS9800). Heat Induced Antigen Retrieval using ER2 (BOND Epitope Retrieval Solution 2, Leica Biosystems, Cat#: AR9640) buffer at 100°C for 20 min. Peroxide Block 5 min and wash with bond wash buffer three times. Then, stain with primary antibodies (CD8, DAKO/Agilent, Cat#: M7103, 1‐100; CD3 DAKO/Agilent, Cat#: A0542, 1‐100; Ki67, DAKO/Agilent, Cat#: M7240, 1‐100; PDL1, Abcam, Cat#: ab228462, 1‐100; PD1, Cell Marque, Cat#: 315R, 1‐50. CD4, Cell Marque, Cat#: 102R, 1‐50; Foxp3, Ebiosience, Cat#: 14‐4776‐82, 1‐1000) and incubate for 60 min. Then, wash with Bond Wash buffer three times, incubate with post‐primary and HRP polymer from the Bond Polymer Refine Detection kit (Leica Biosystems, Cat#: DS9800) for 10 min. After washing with Bond Wash buffer and deionized water, incubate with Mixed DAB Refine detection system for 10 min. Wash with deionized water and Bond Wash buffer, slides are dehydrated in series of 60%, 70%, and 100% alcohols, cleared with histoclear and mounted with Permount. Slides are read by a pathologist who is blinded for sample identities.

### 4.7 Microbiome analysis

Fecal pellets were collected and stored at −80°C. Using the ZymoBIOMICS DNA Microprep Kit (Zymo Research, USA), DNA extraction was performed according to the kit's guidelines. The V4 segment of the 16S ribosomal RNA gene was subjected to PCR amplification with the 515 F‐806 R primer combination.^40^ These samples were then sequenced using 250 × 2 paired‐end sequencing on an Illumina HiSeq platform (Illumina, San Diego, CA, USA). The generated raw fastq data were refined using the DADA2 workflow in R, wherein taxonomic assignment was based on the SILVA 132 database with standard settings.^41^ After processing in R, the datasets were integrated into QIIME 2 version 2019.10.^42^ To exclude low‐frequency amplicon sequence variants (ASVs), any ASV not detected in at least 15% of the total samples was discarded, a method consistent with our prior works.^43^ The sequencing depths observed spanned from 19,434 to 280,688 for each sample. Using QIIME2, alpha diversity was assessed via the Shannon index, which integrates both species richness and species evenness. For these alpha diversity computations, the dataset was rarefied to a depth of 19,433 reads. Variance analysis (ANOVA) was applied to ascertain the statistical significance of the Shannon index across groups. A post hoc Tukey test was performed to evaluate differences between groups. Beta diversity was ascertained employing the Aitchison distance metric in QIIME2, facilitated by the DEICODE package. Relative to other metrics such as UniFrac or Bray–Curtis, this recent metric more effectively delineates variations.^44^ The differences in beta diversity were analyzed using permutational multivariate analysis of variance via the “adonis” package in R (version 4.1.2).^45^ Differential abundance testing of the different groups versus control was performed using DESEq2 and corrected for multiple hypothesis testing using *q*‐values.

### 4.8 Western blot

Actively growing cells at 70%–80% confluence were treated with APG‐157 and other curcumin derivative compounds at different concentrations for different time periods. After the treatment, cells were lysed in RIPA buffer (Invitrogen, Carlsbad, CA) with added protease and phosphatase inhibitors (Thermofisher Scientific, Waltham, MA). Cell lysates were centrifuged at 15,000 rpm for 10 min, at 4°C and supernatants were collected and proteins were quantified. Western blotting were carried out following established standard protocol. Briefly, appropriate amounts of cell lysates were mixed with 2X loading buffer and heated for 5 min at 90°C. Proteins (40 μg) were run on 4%–12% Bis‐Tris gels (Invitrogen, Carlsbad, CA) and transferred onto PVDF membranes using iBlot 2 (Thermofisher Scientific, Carlsbad, CA). Membranes were blocked with 5% non‐fat dry milk (BioRad, Hercules, CA) in PBST (phosphate‐buffered saline +Tween 20 0.02%) for 1 h, followed by hybridization with the primary antibodies, Actin, NFkB, p‐IKB, Cyclin D1, BCLx/L, BCLx/s, BAX, Cleaved PARP (Santa Cruz Biotechnology, Santa Cruz, CA), PD‐L1, (Novus Biologicals, Centennial, CO), IRF‐1, STAT1, p‐STAT1, STAT3, and p‐STAT3 (Cell Signaling Technology, Danvers, MA) for an overnight at 4°C. Further, blots were washed three times (5 min each time) and incubated with appropriate secondary antibodies, mouse anti‐rabbit IgG‐HRP, or rabbi anti‐mouse IgG HRP (Santa Cruz Biotechnology, Santa Cruz, CA) for 2 h at room temperature. Next, the blots were washed three times as above and developed using chemiluminescence reagents (Supersignal West pico Plus chemiluminescence reagents, Thermofisher Scientific, Carlsbad, CA) and imaged using BioRad Chemidoc imaging system (BioRad, Hercules, CA).

### 4.9 Statistical analysis and reproducibility

Prism 9 software (GraphPad) was utilized to analyze differences between groups and determine statistical significance. For in vitro studies, tumor growth, gene expression, and in vivo tumor growth studies, differences between groups were evaluated using two‐sided unpaired *t* tests. Differences in mouse survival between treatment groups were evaluated using the log‐rank test (cox proportional analysis). Statistical analysis of RNA sequencing data is described above.

## AUTHOR CONTRIBUTIONS

**Daniel Sanghoon Shin:** Conceptualization (lead); data curation (lead); formal analysis (lead); funding acquisition (lead); investigation (lead); methodology (lead); project administration (lead); resources (lead); software (lead); supervision (lead); validation (lead); visualization (lead); writing – original draft (lead); writing – review and editing (lead). **Saroj Basak:** Data curation (equal); formal analysis (equal); investigation (equal); methodology (equal). **Mysore S. Veena:** Data curation (equal); formal analysis (equal); investigation (equal); methodology (equal); writing – review and editing (equal). **Begoña Comin‐Anduix:** Formal analysis (equal); methodology (equal); writing – review and editing (equal). **Arjun Bhattacharya:** Formal analysis (equal); methodology (equal); writing – review and editing (equal). **Tien S. Dong:** Data curation (equal); formal analysis (equal); methodology (equal); writing – review and editing (equal). **Albert Ko:** Data curation (equal); formal analysis (equal). **Philip Han:** Data curation (equal); formal analysis (equal). **Jonathan Jacobs:** Data curation (equal); formal analysis (equal); methodology (equal). **Neda A. Moatamed:** Formal analysis (equal); methodology (equal). **Luis Avila:** Methodology (equal); project administration (equal); writing – review and editing (equal). **Matteo Pellegrini:** Formal analysis (equal); methodology (equal); writing – review and editing (equal). **Marilene Wang:** Project administration (equal); supervision (equal); writing – review and editing (equal). **Eri S. Srivatsan:** Conceptualization (equal); data curation (equal); investigation (equal); methodology (equal); resources (equal); writing – review and editing (equal).

## FUNDING INFORMATION

D.S.S supported by Veterans Affairs Merit award (5I01BX005588‐02) and American Society of Clinical Oncology (ASCO) Career Development Award (CDA, 2018‐2020).

## CONFLICT OF INTEREST STATEMENT

The authors declare no competing interests.

## Supporting information

Data S1.

## Data Availability

APG‐157 Drug Substance PHRAD129 was supplied by Aveta Biomics. Gene expression data will be available at www.ncbi.nih.gov/geo/ (accession number: GSE246084).

# Supplementary material for: Enhanced CTLA‐4 blockade anti‐tumor immunity with APG‐157 combination in a murine head and neck cancer
**Source:** Cancer Med. 2024 Apr 30;13(9):e7212. doi: 10.1002/cam4.7212

Supplemental Figure S1

A UM-SCC1 3k APG with IFNs

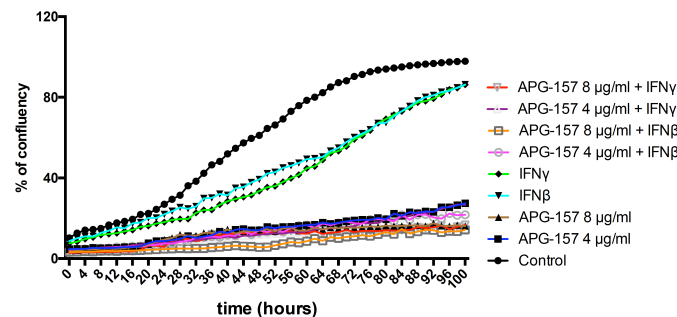

B UM-SCC1 5k APG with IFNs

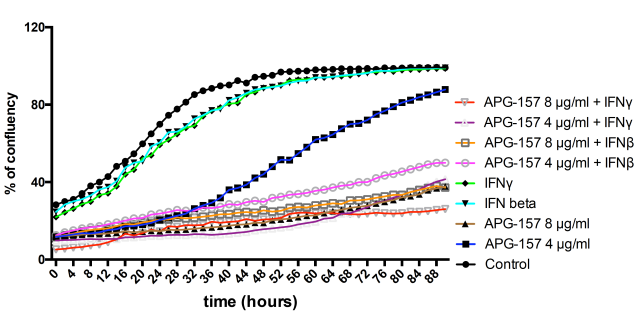

C UM-SCC1 4k APG with IFNs

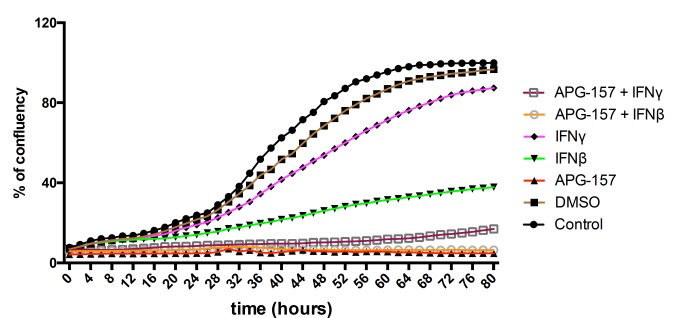

D UM-SCC1 8k APG with IFNs

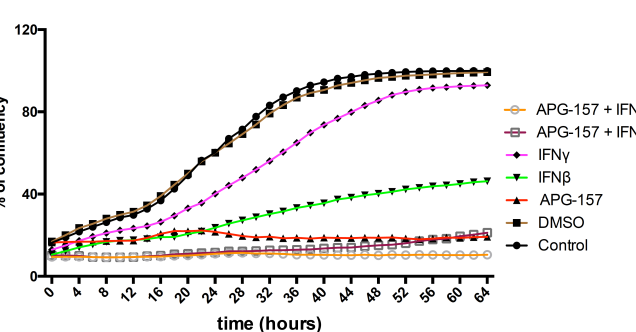

E CCL23 4k APG with IFNs

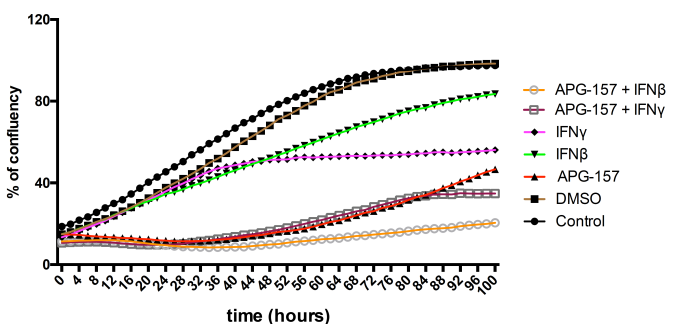

F CCL23 8k APG with IFNs

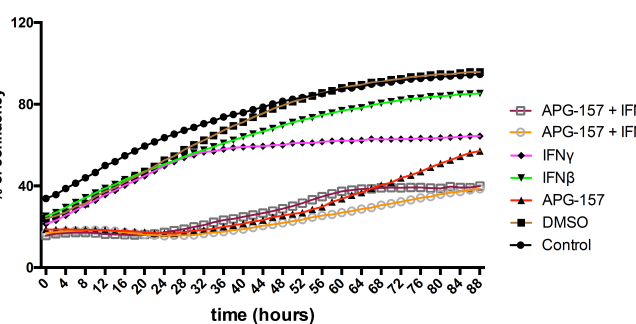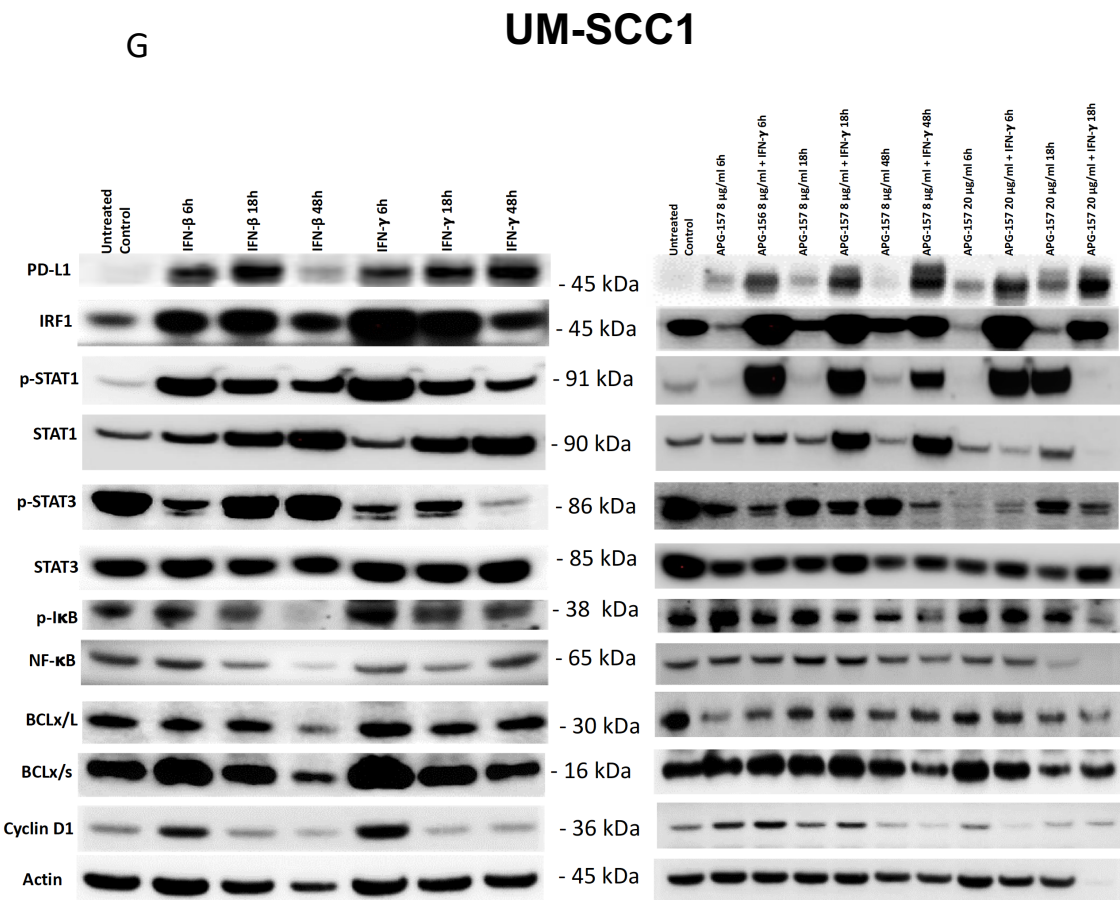

Supplemental Figure S2

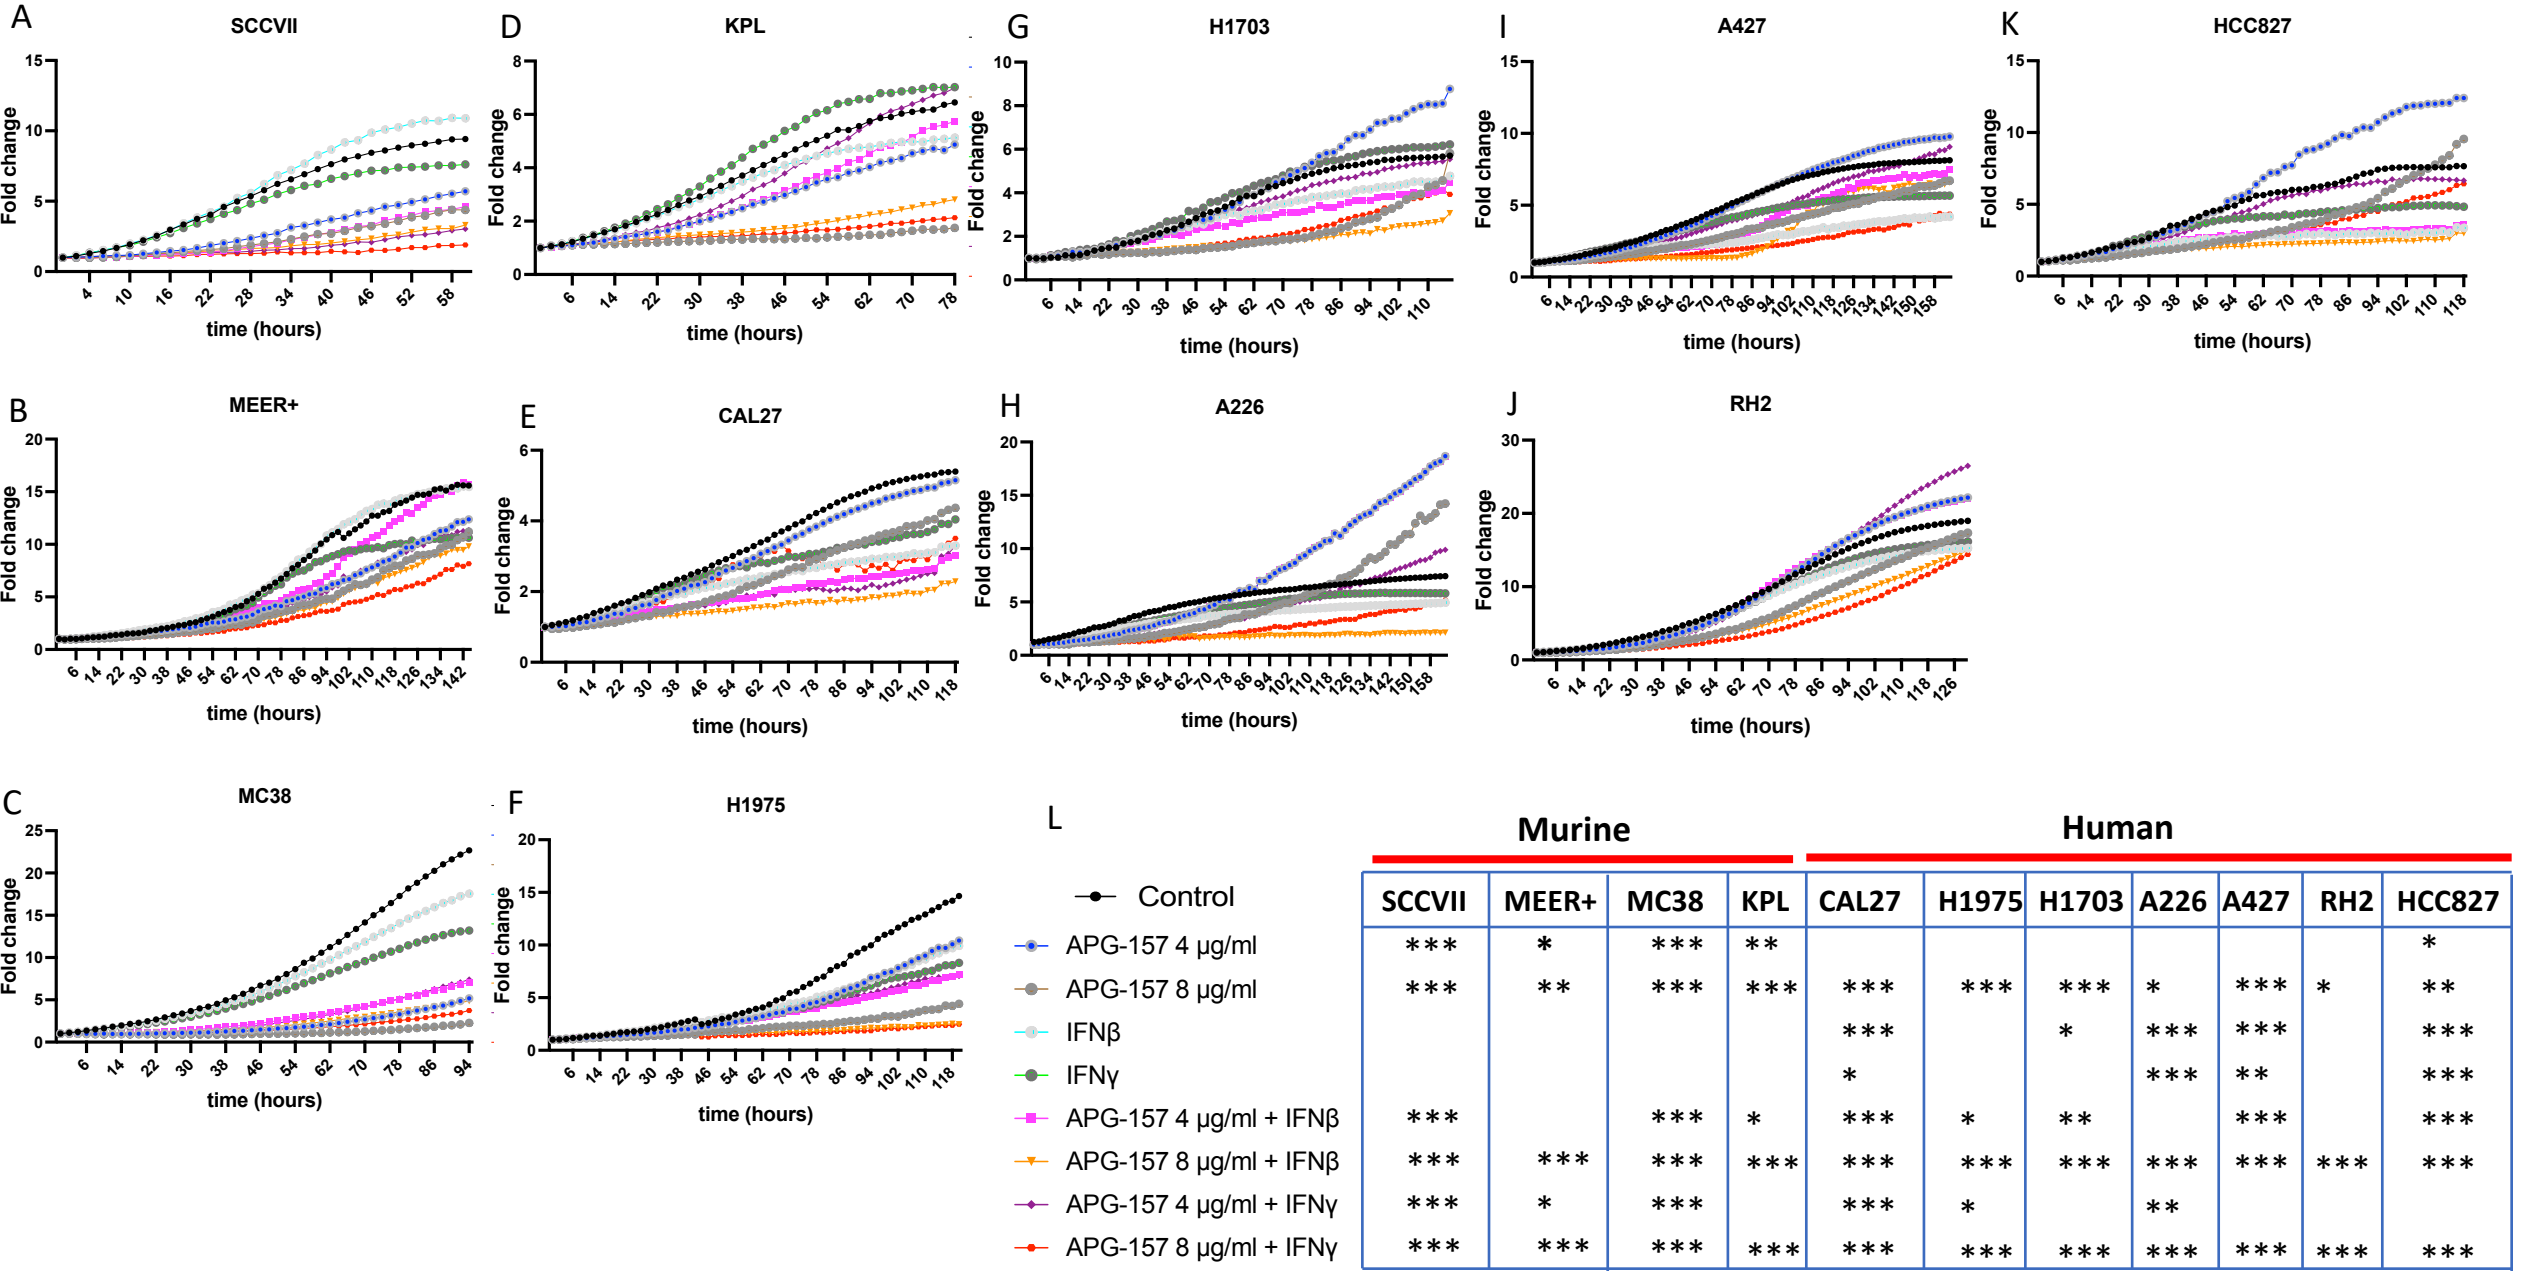

Supplemental Figure S3

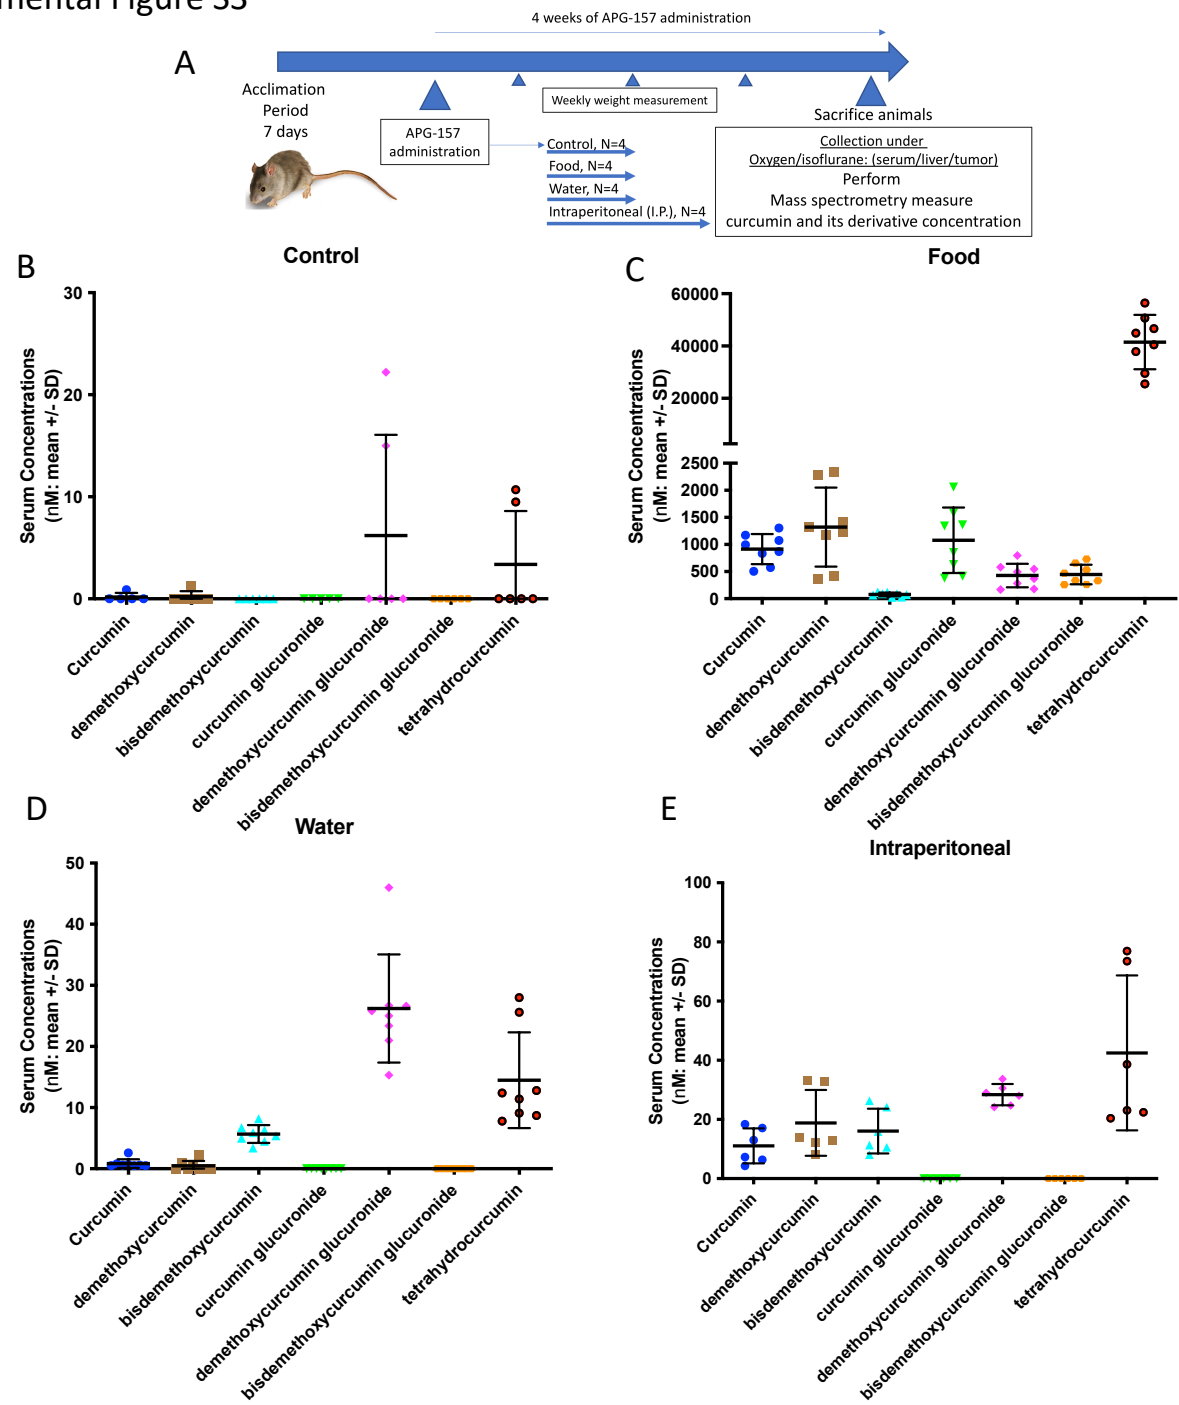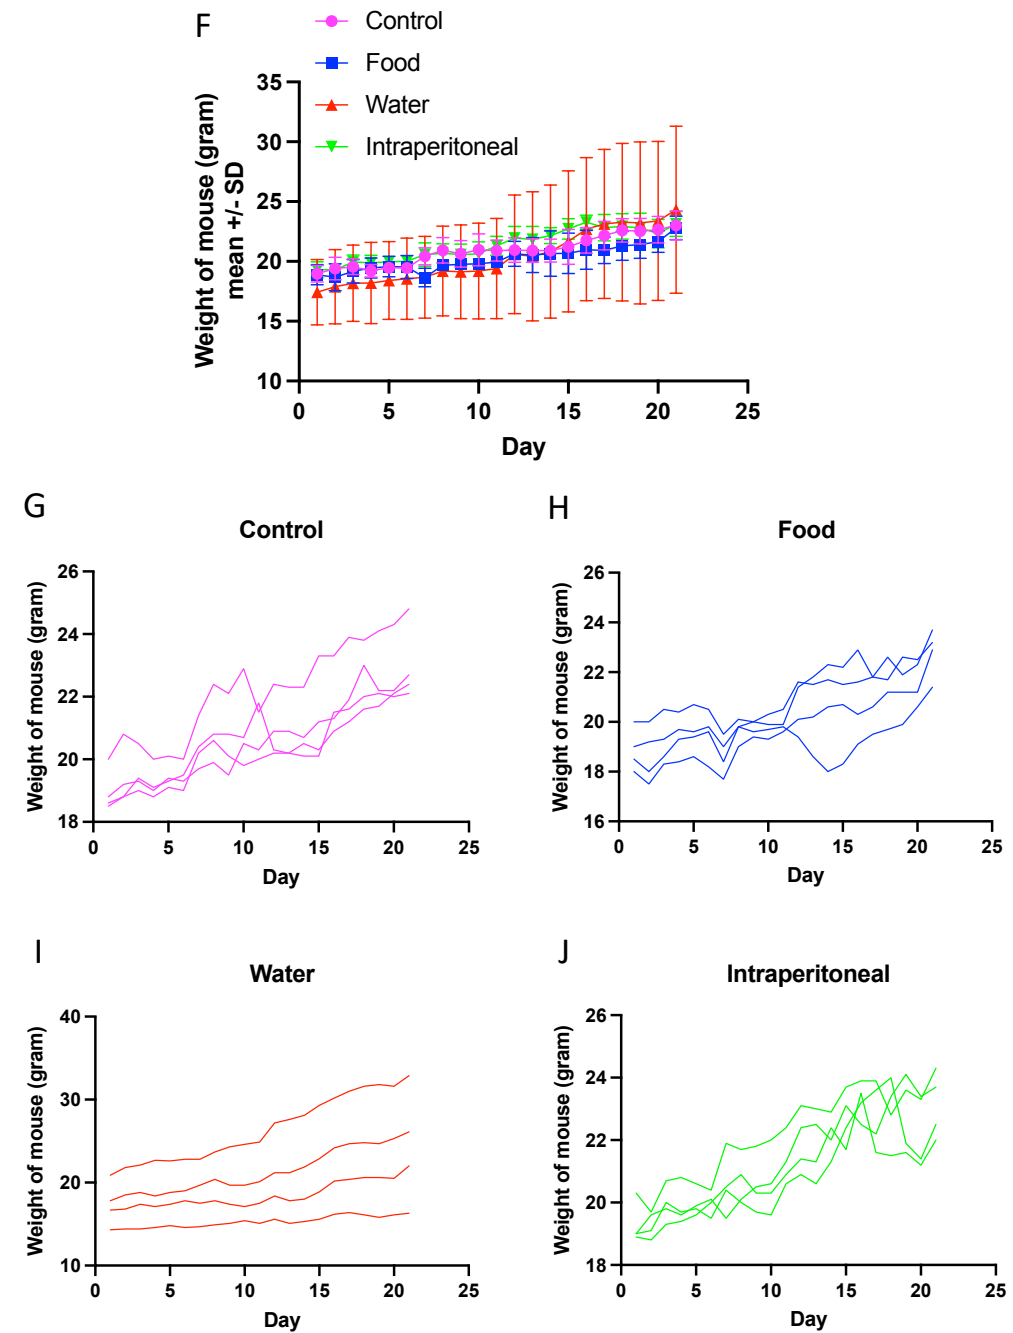

Supplemental Figure S4

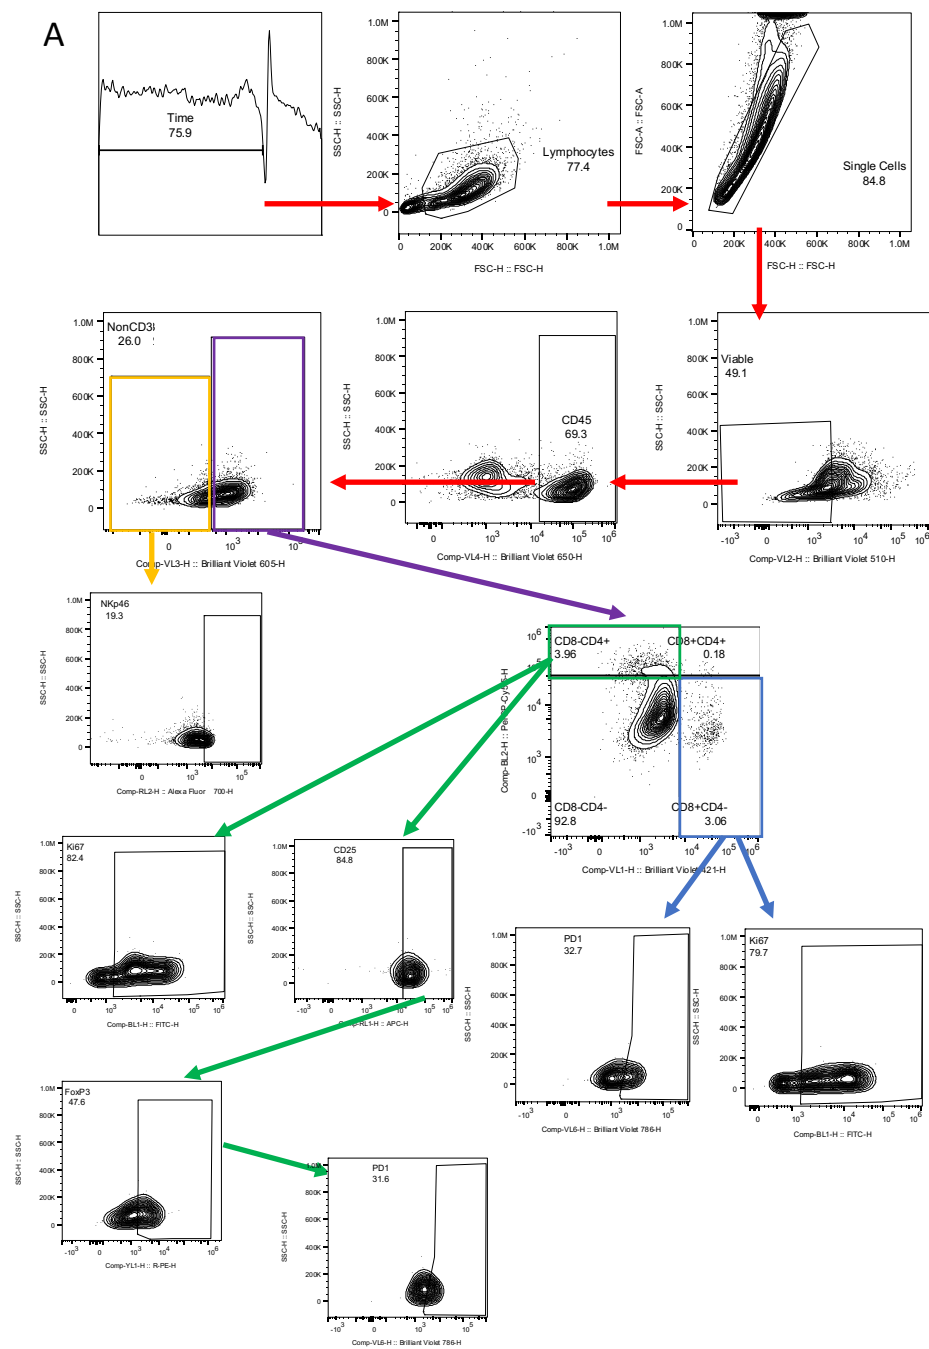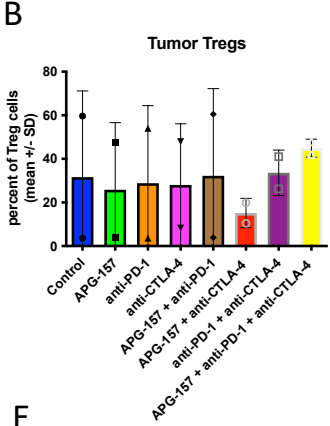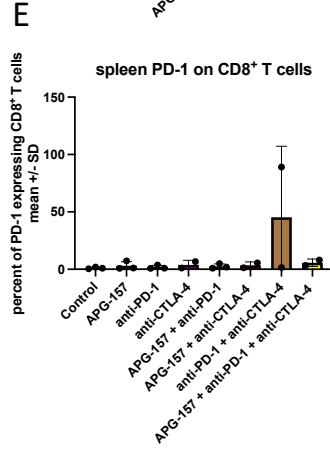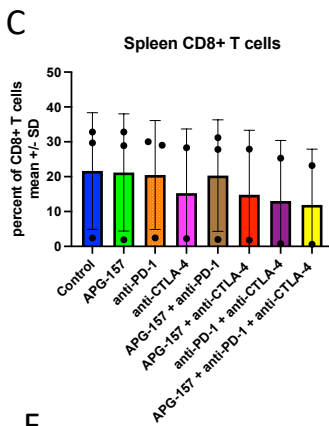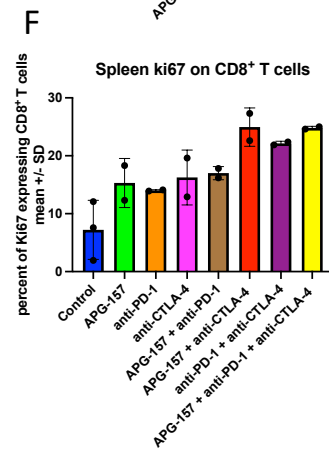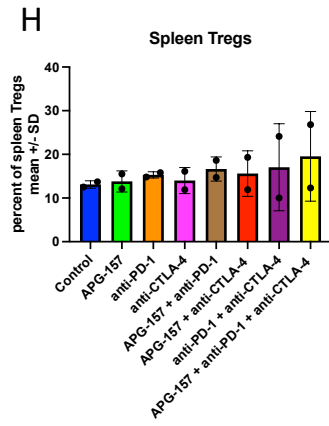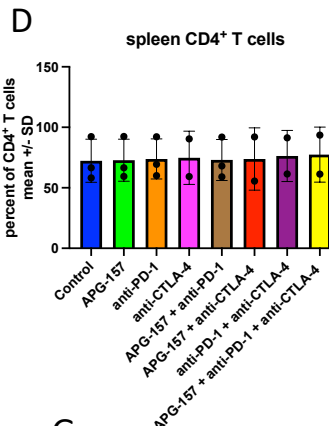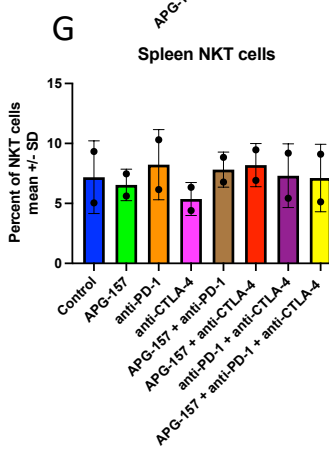

Supplemental Figure S5

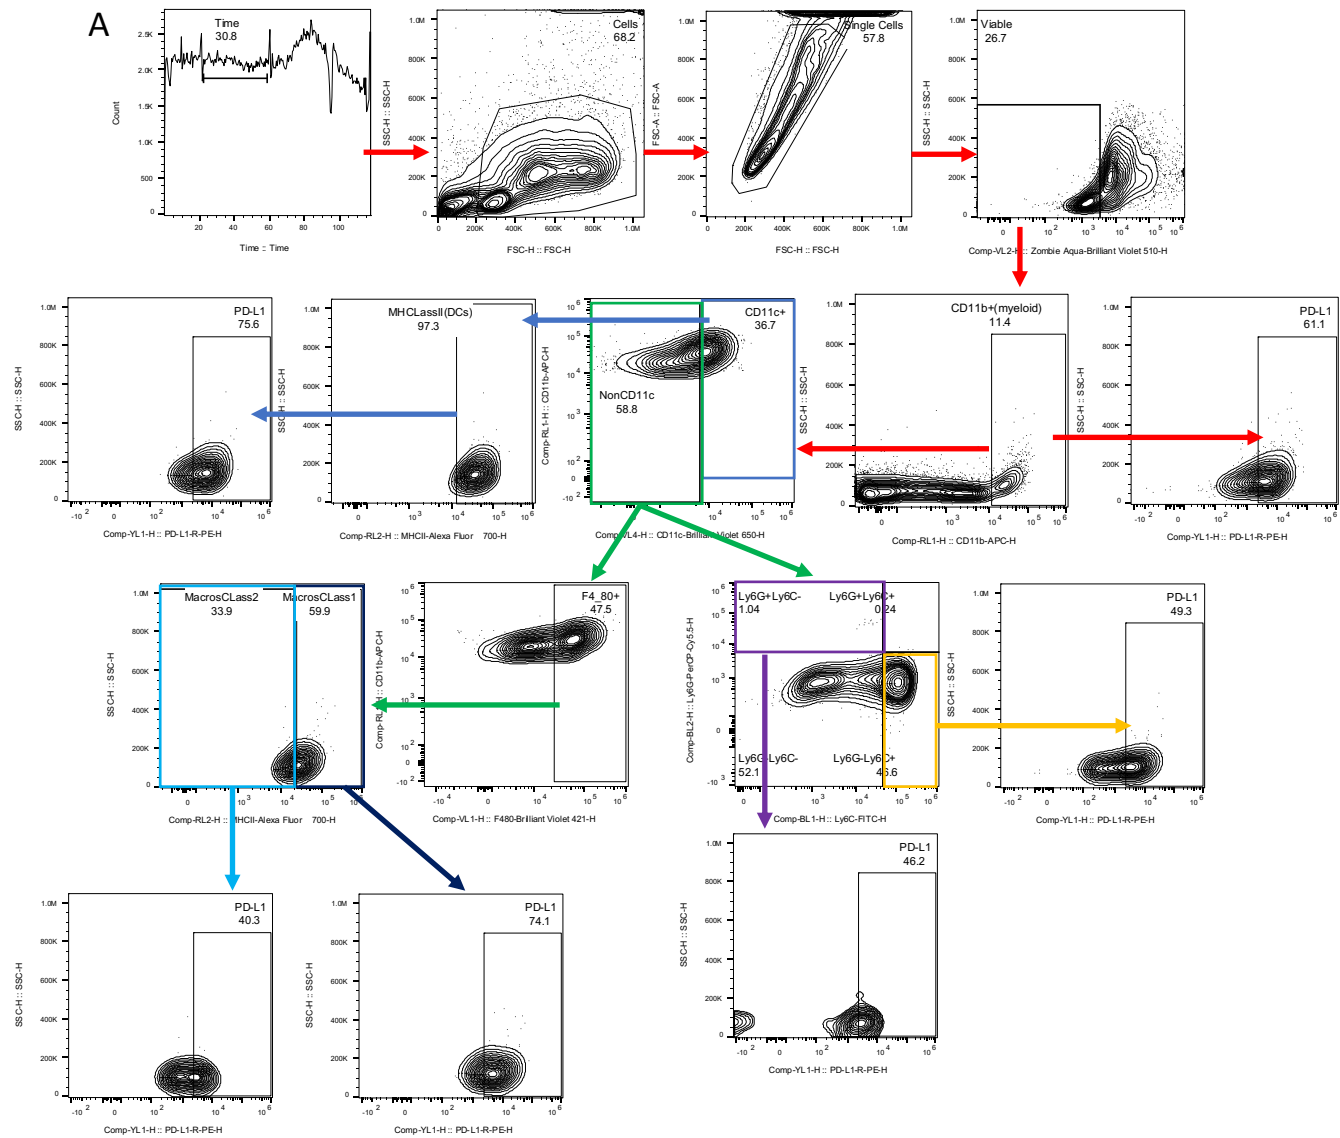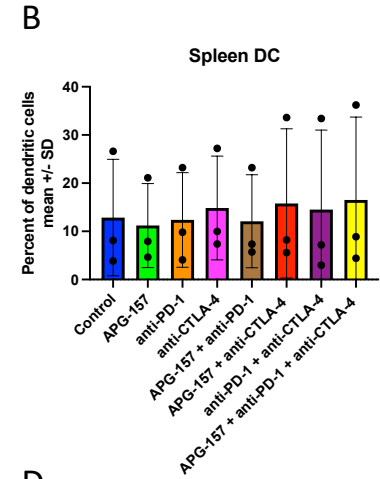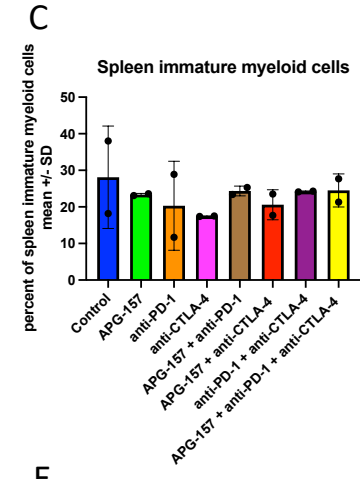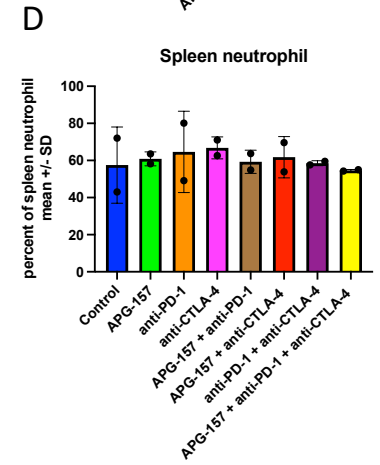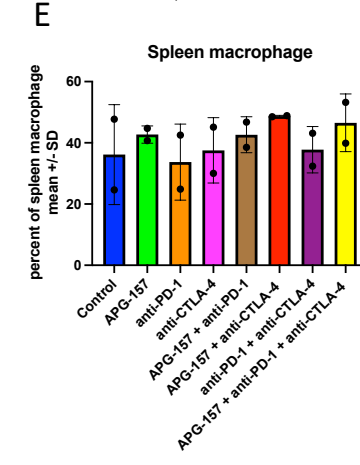

Supplemental Figure S6

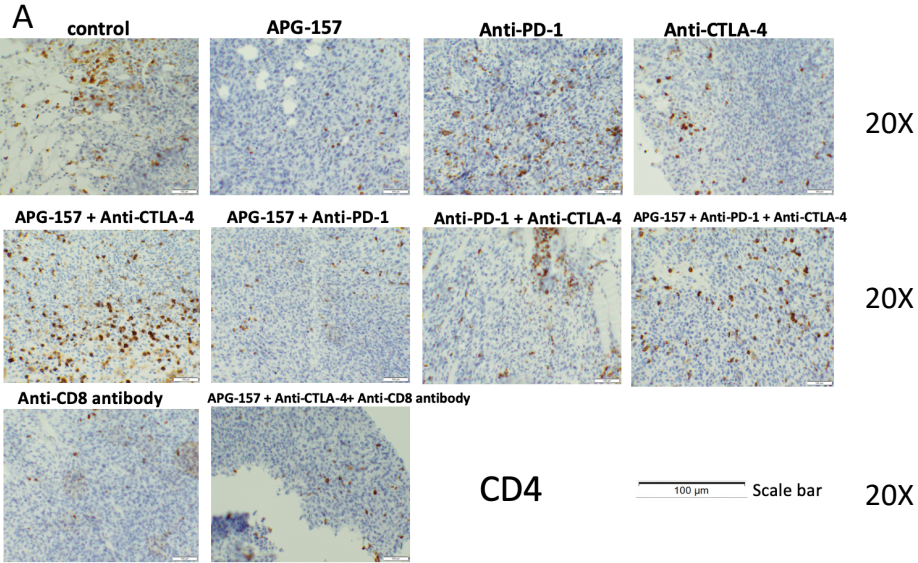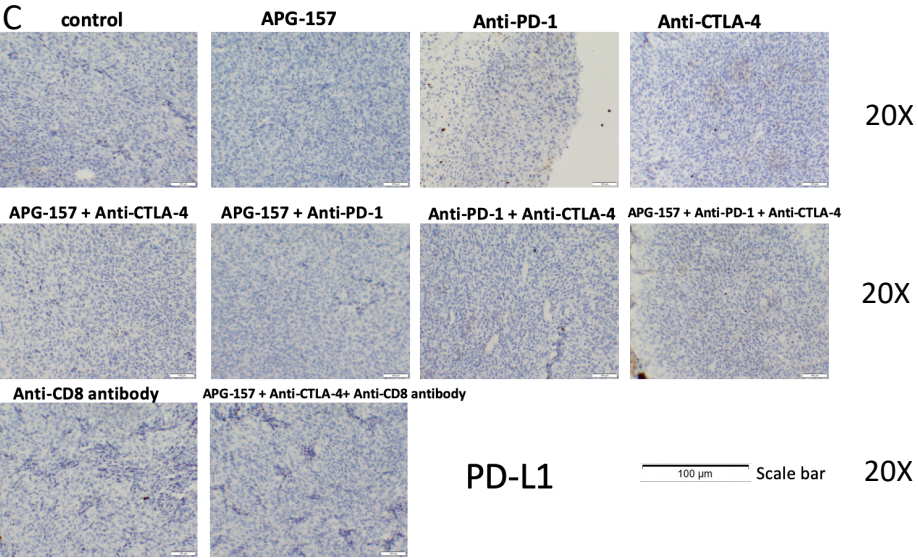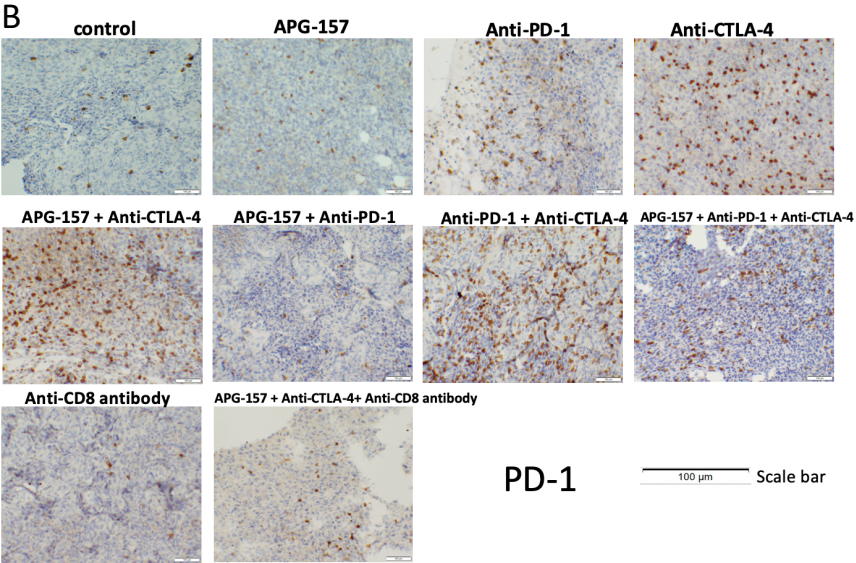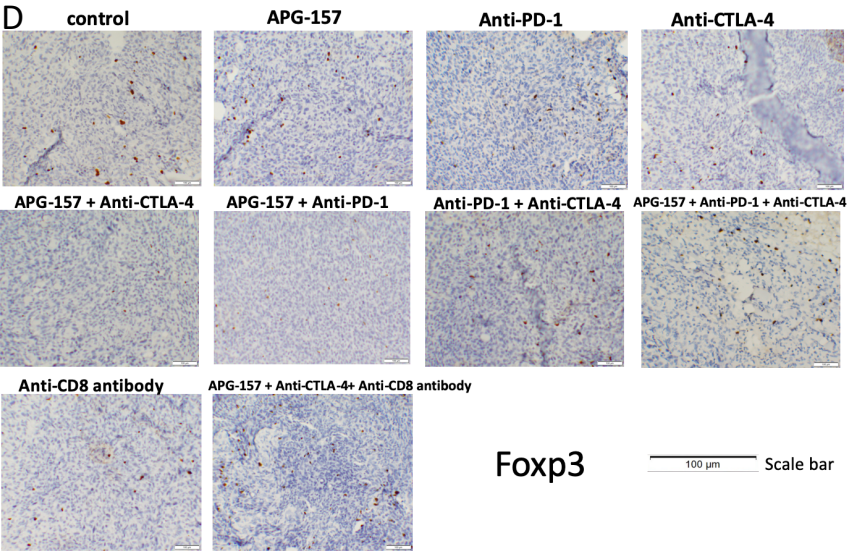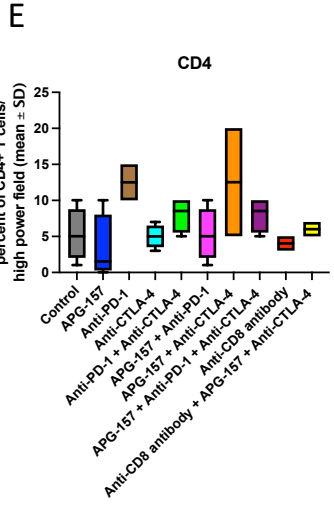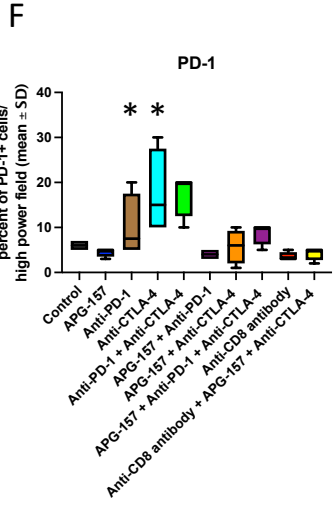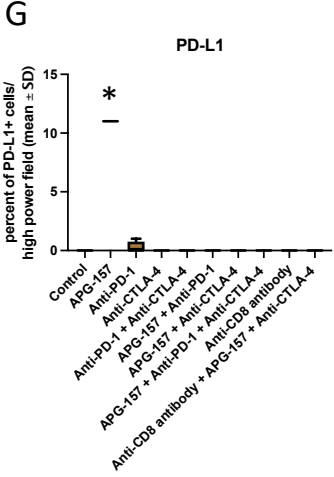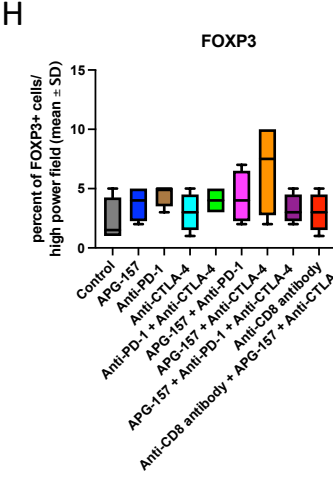

Supplemental Figure S7

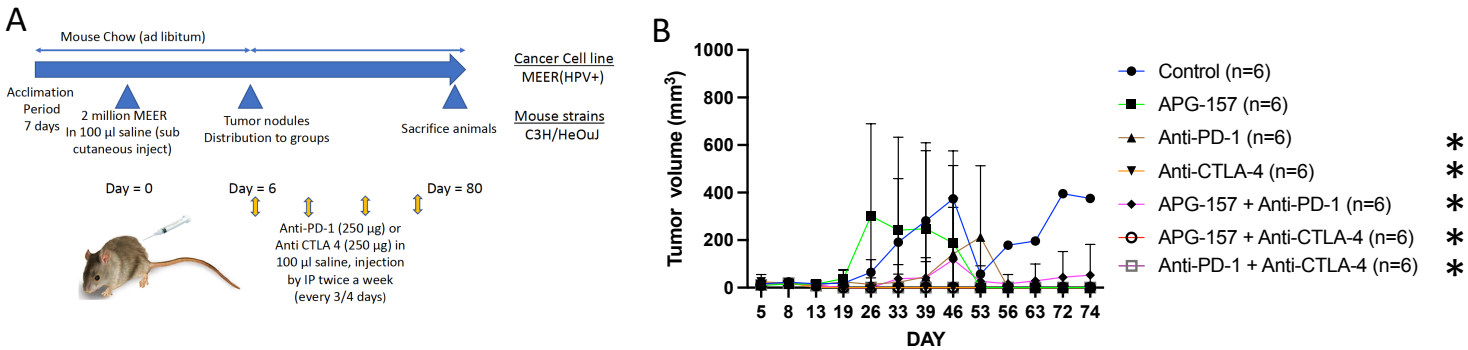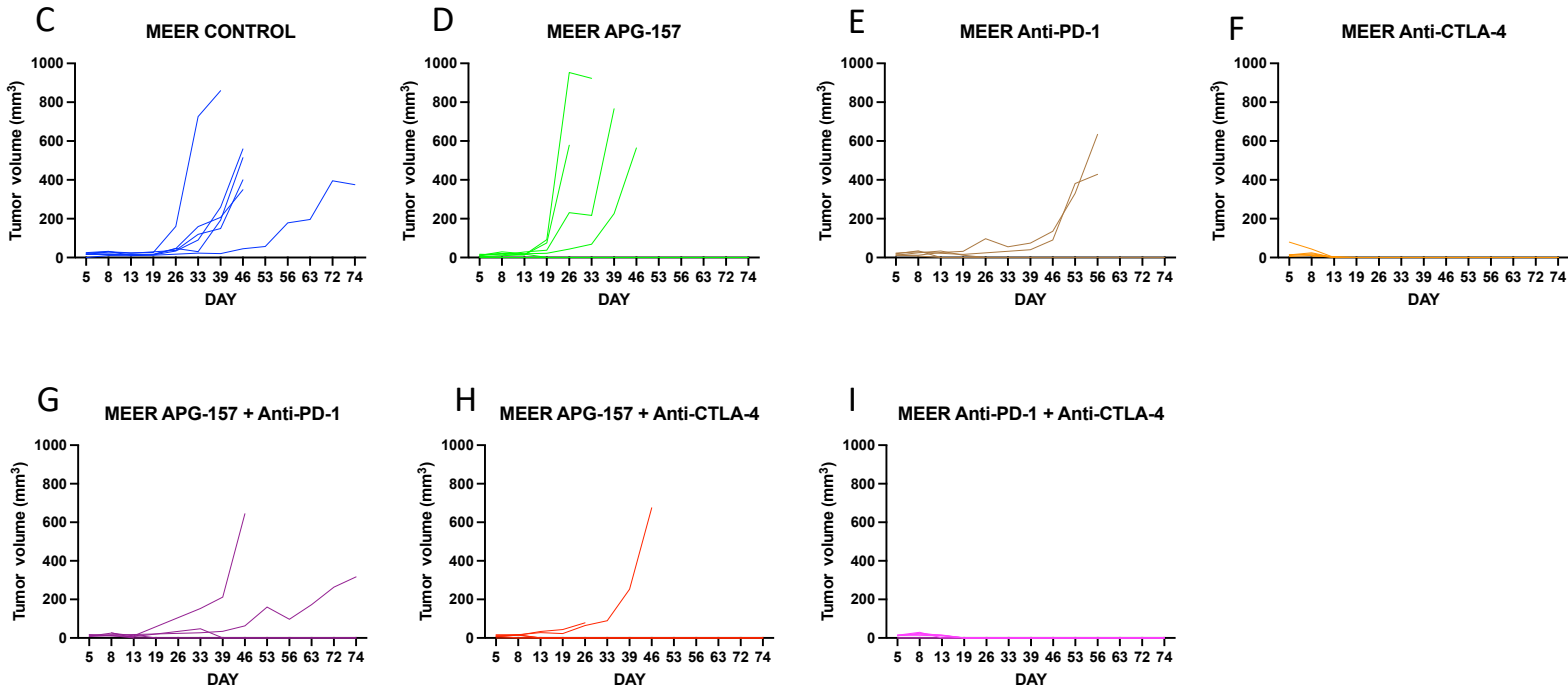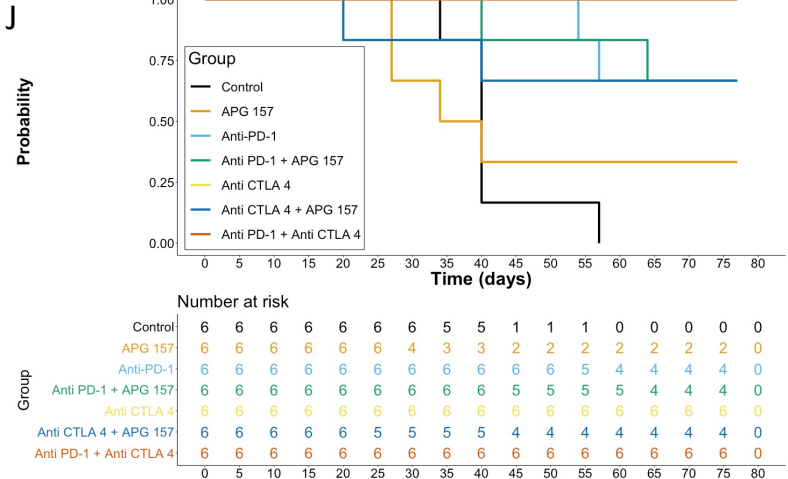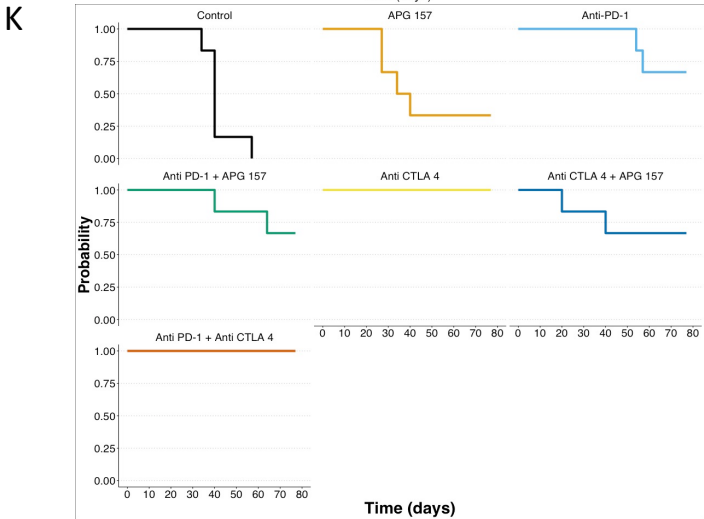

**L**

| Group                   | HR (95% CI)               |
|-------------------------|---------------------------|
| Control                 | -                         |
| APG 157                 | 0.62 (0.17-2.29, p=0.476) |
| Anti-PD-1               | 0.15 (0.03-0.80, p=0.026) |
| Anti PD-1 + APG 157     | 0.16 (0.03-0.82, p=0.028) |
| Anti CTLA 4             | 0.00 (0.00-Inf, p=0.998)  |
| Anti CTLA 4 + APG 157   | 0.19 (0.04-1.00, p=0.049) |
| Anti PD-1 + Anti CTLA 4 | 0.00 (0.00-Inf, p=0.998)  |

Supplemental Figure S8

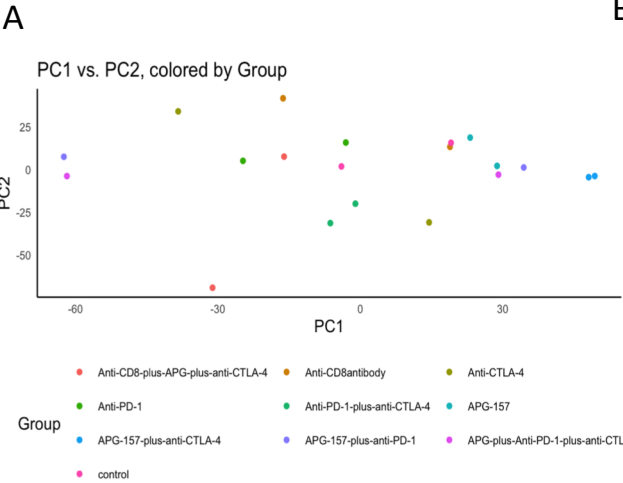

**B**

| Experimental group          | Up-regulated | Down-regulated |
|-----------------------------|--------------|----------------|
| Anti-CD8                    | 0            | 4              |
| Anti-CD8 + APG + Anti-CTLA4 | 116          | 6              |
| Anti-CTLA4                  | 3            | 7              |
| Anti-PD1                    | 1            | 1              |
| Anti-PD1 + Anti-CTLA4       | 25           | 2              |
| APG                         | 0            | 4              |
| APG + Anti-CTLA4            | 15           | 46             |
| APG + Anti-PD1              | 3            | 3              |
| APG + Anti-PD1 + Anti-CTLA4 | 2            | 4              |

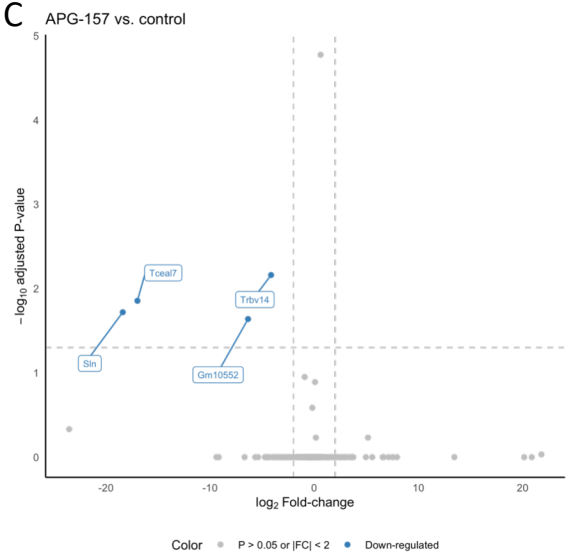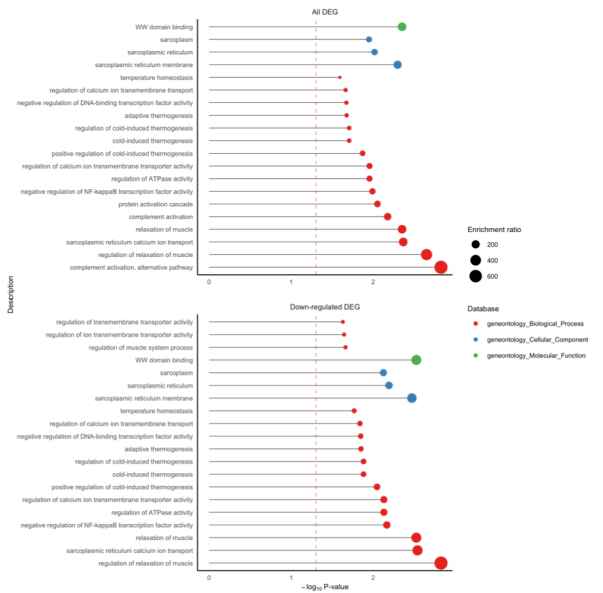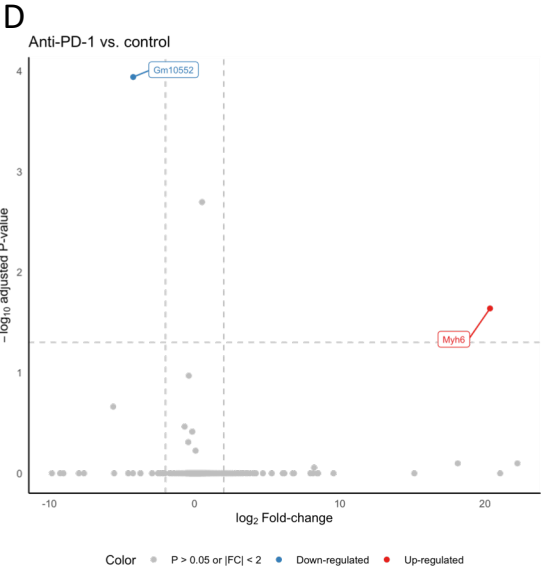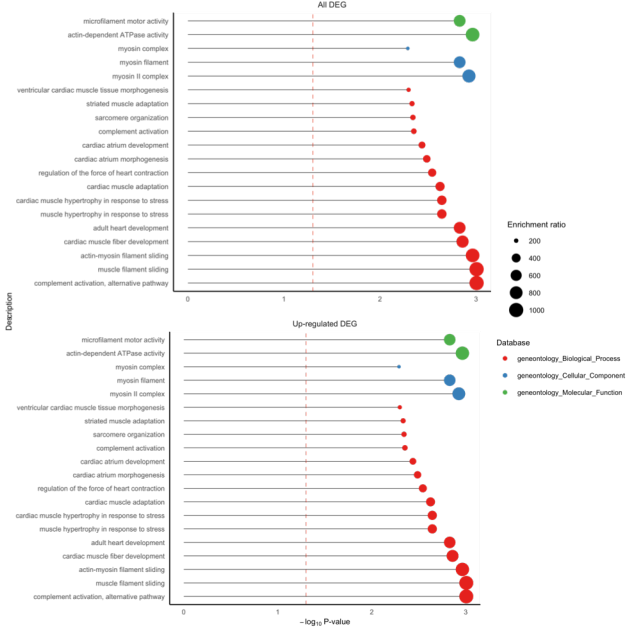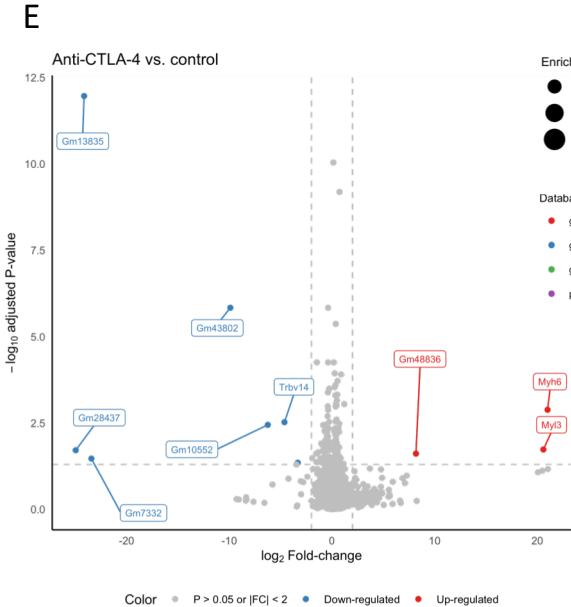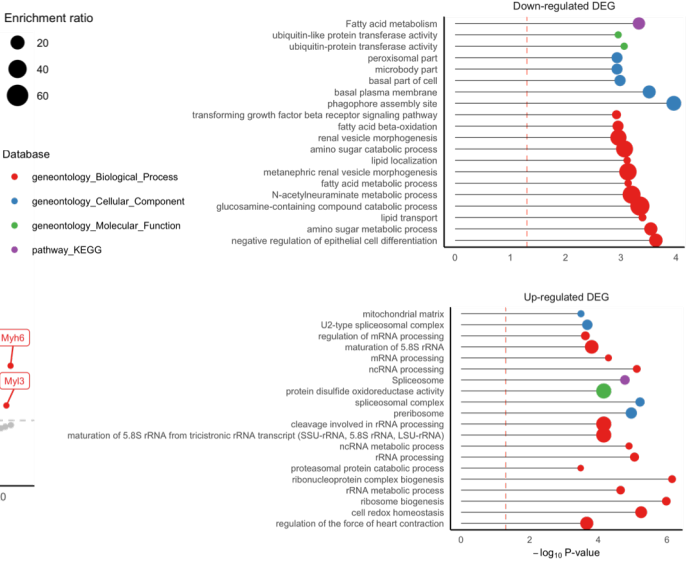

Supplemental Figure S9

A

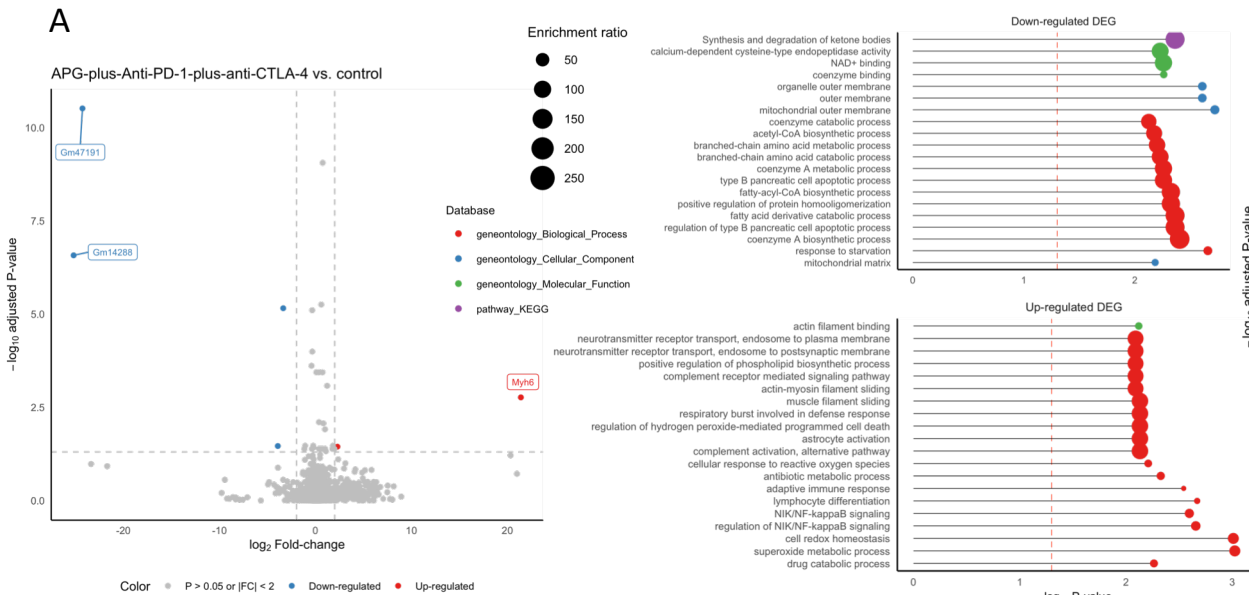

B

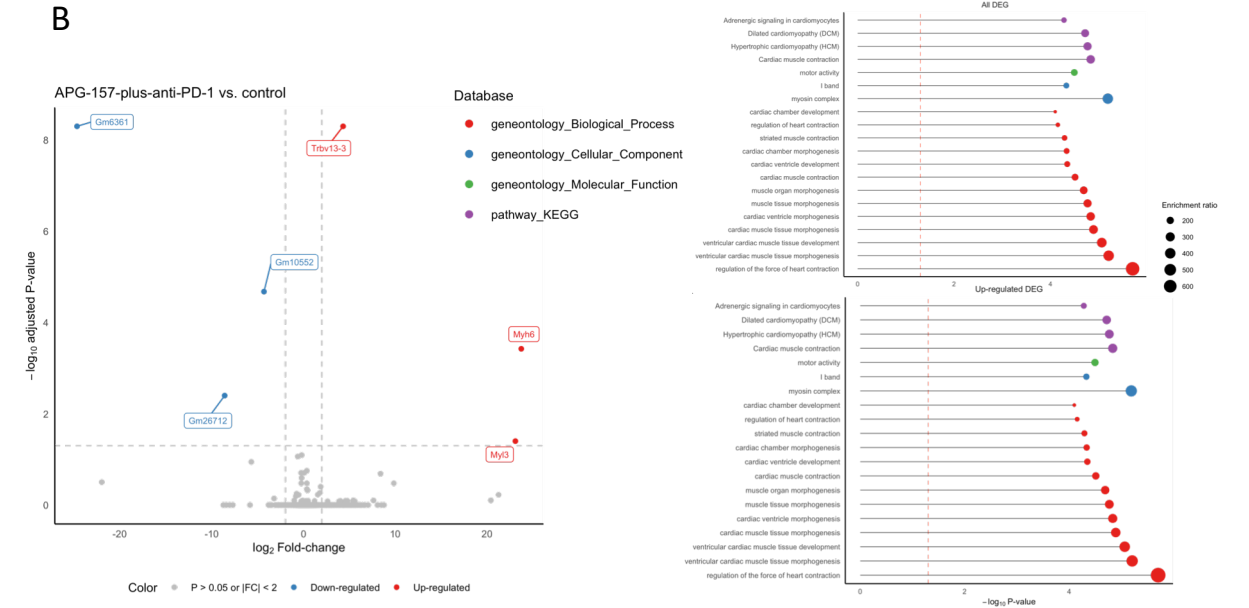

C

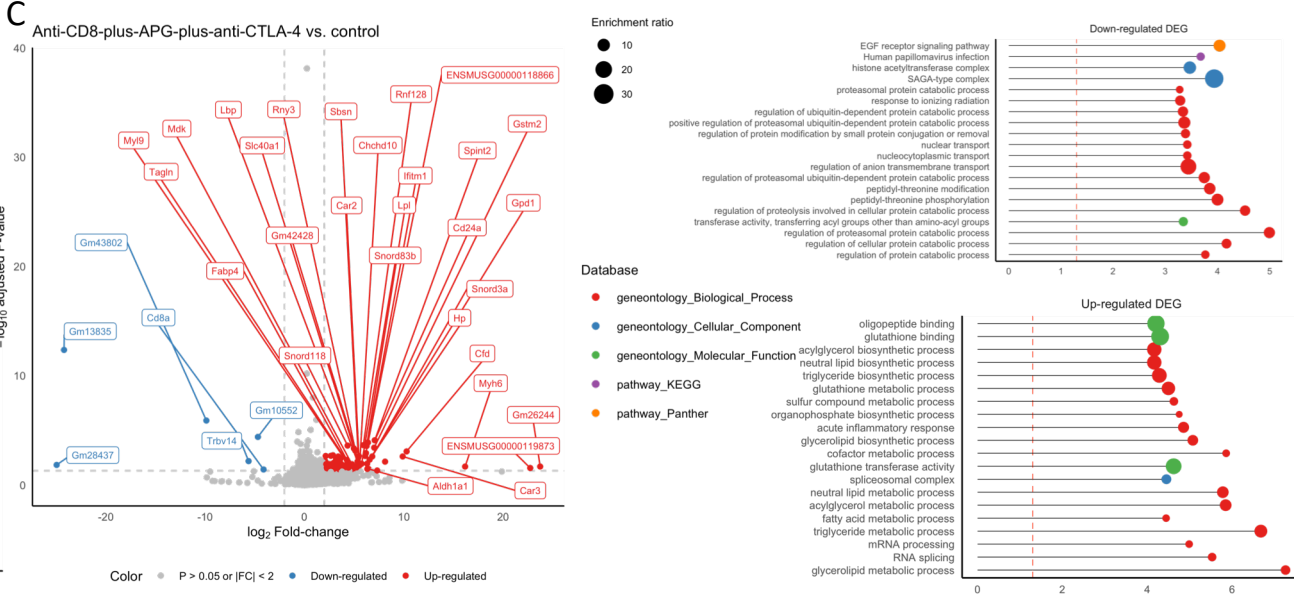

D

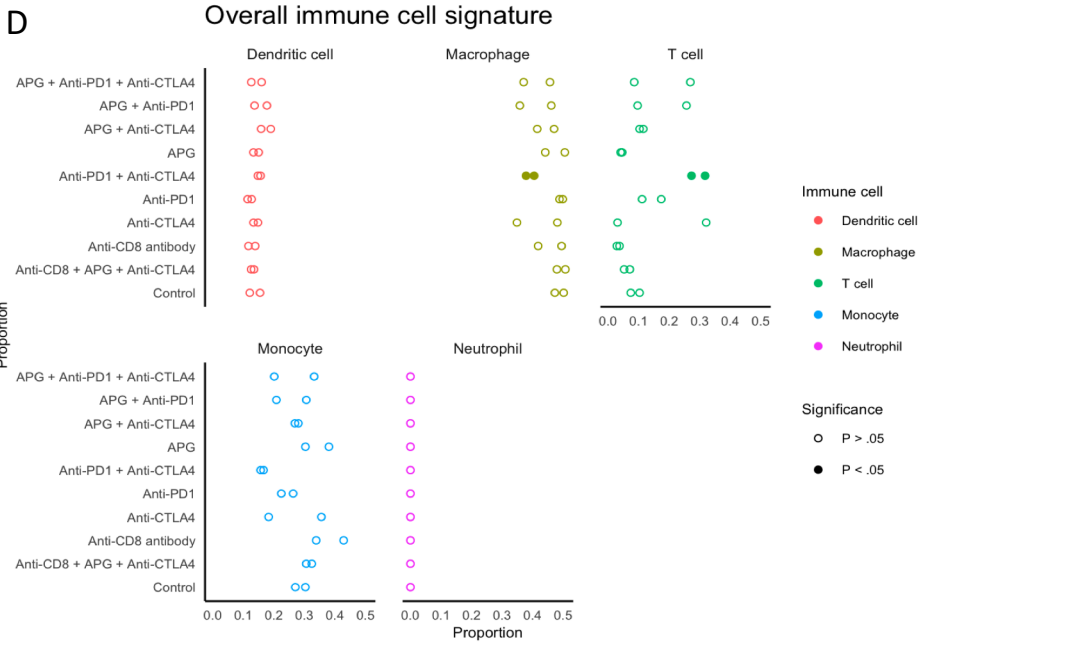

Supplemental Figure S10

A

| Ensembl           | Gene    | Chromosome | Start    | End      | BaseMean | Log2FC   | LFC_SE   | Test_Statistic | P        | Adjusted_P |
|-------------------|---------|------------|----------|----------|----------|----------|----------|----------------|----------|------------|
| ENSMUSG0000061462 | Obscn   | 11         | 58885082 | 59029996 | 351.1243 | -21.1383 | 3.137323 | -6.73768       | 1.61E-11 | 1.52E-08   |
| ENSMUSG0000072720 | Myo18b  | 5          | 1.13E+08 | 1.13E+08 | 215.5985 | -21.036  | 3.581275 | -5.87388       | 4.26E-09 | 2.2E-06    |
| ENSMUSG0000029683 | Lmod2   | 6          | 24597761 | 24605413 | 207.0933 | -20.8532 | 3.688002 | -5.65434       | 1.56E-08 | 5.93E-06   |
| ENSMUSG0000021622 | Ckmt2   | 13         | 92001506 | 92025004 | 231.6912 | -19.3792 | 3.734191 | -5.18966       | 2.11E-07 | 5.13E-05   |
| ENSMUSG0000025488 | Cox8b   | 7          | 1.4E+08  | 1.4E+08  | 103.6238 | -18.8739 | 3.010043 | -6.2703        | 3.6E-10  | 2.41E-07   |
| ENSMUSG0000042045 | Sln     | 9          | 53757448 | 53761844 | 50.76722 | -18.6295 | 4.086903 | -4.55834       | 5.16E-06 | 0.000604   |
| ENSMUSG0000016349 | Eef1a2  | 2          | 1.81E+08 | 1.81E+08 | 471.1963 | -17.9375 | 3.463897 | -5.1784        | 2.24E-07 | 5.3E-05    |
| ENSMUSG0000079428 | Tceal7  | X          | 1.35E+08 | 1.35E+08 | 61.79923 | -17.2432 | 3.672605 | -4.69509       | 2.66E-06 | 0.000356   |
| ENSMUSG0000105373 | Gm42429 | 5          | 44291735 | 44292292 | 3980.306 | -13.5196 | 1.906159 | -7.0926        | 1.32E-12 | 1.87E-09   |
| ENSMUSG0000106666 | Gm43587 | 3          | 1.13E+08 | 1.13E+08 | 71.34565 | -8.83741 | 2.307864 | -3.82926       | 0.000129 | 0.00684    |

B

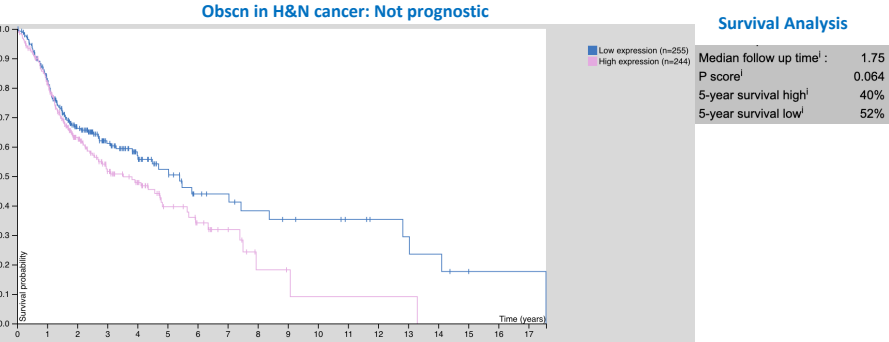

C

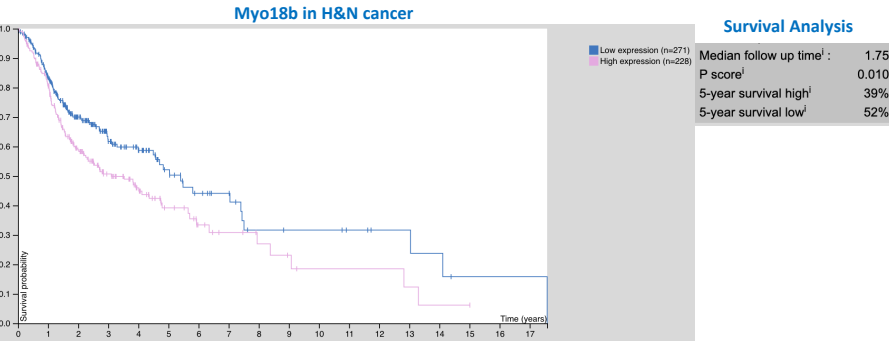

D

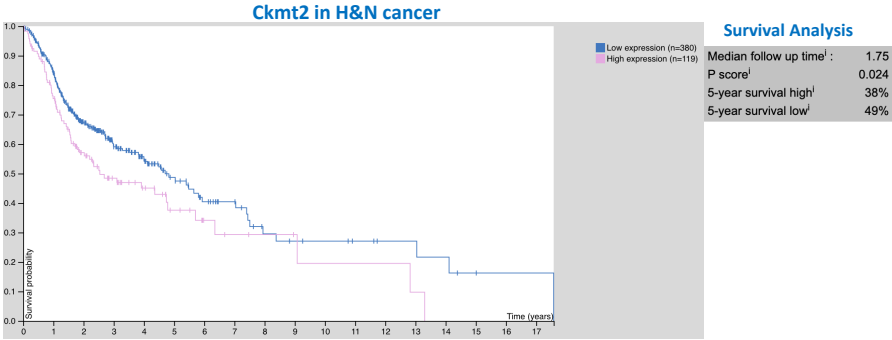

E

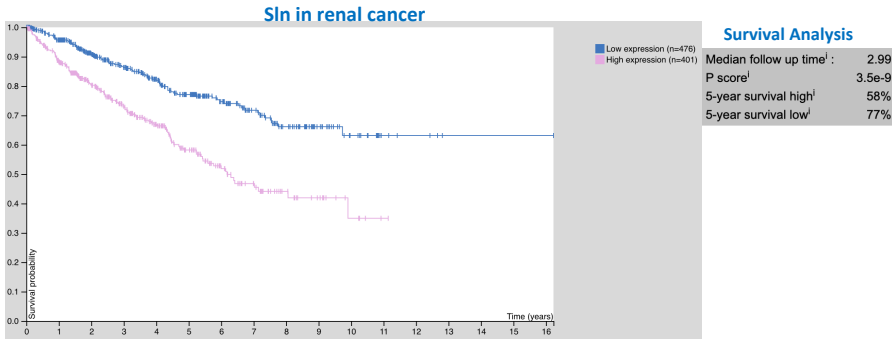

D

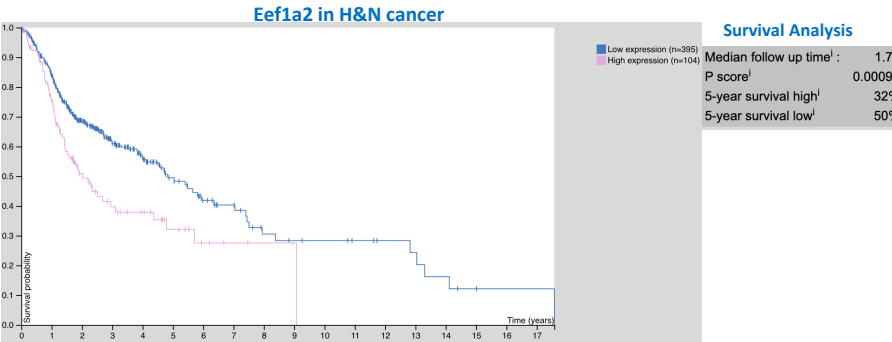

F

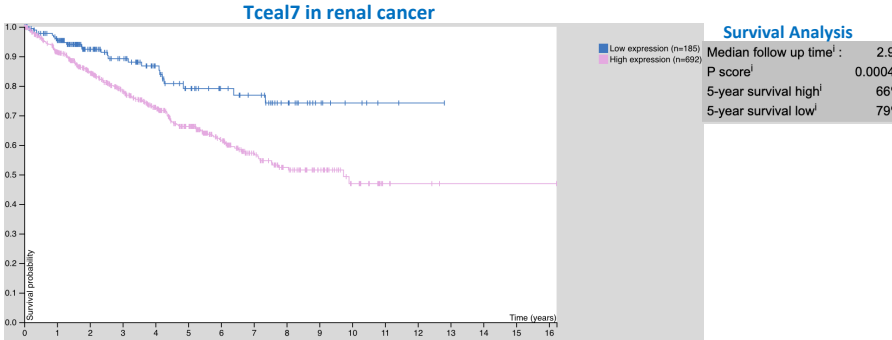

Supplemental Figure S11

A

| Ensembl            | Gene          | Chromosome | Start    | End      | BaseMean | Log2FC   | LFC_SE   | Test_Statistic | P        | Adjusted_P |
|--------------------|---------------|------------|----------|----------|----------|----------|----------|----------------|----------|------------|
| ENSMUSG00000111890 | Gm48836       | 10         | 5041006  | 5041286  | 16.77848 | 7.069151 | 2.217022 | 3.18858        | 0.00143  | 0.034643   |
| ENSMUSG00000022126 | Acod1         | 14         | 1.03E+08 | 1.03E+08 | 1584.486 | 3.87535  | 1.061456 | 3.650976       | 0.000261 | 0.011119   |
| ENSMUSG00000031596 | Slc7a2        | 8          | 41315433 | 41375345 | 492.1371 | 3.538599 | 0.940631 | 3.761943       | 0.000169 | 0.008367   |
| ENSMUSG00000076470 | Trbv13-3      | 6          | 41107081 | 41107519 | 19.23158 | 3.413655 | 0.612081 | 5.577129       | 2.45E-08 | 8.96E-06   |
| ENSMUSG00000105651 | 1700017M07Rik | 3          | 35310611 | 35330280 | 52.54668 | 3.411212 | 0.491658 | 6.938183       | 3.97E-12 | 4.51E-09   |
| ENSMUSG00000049723 | Mmp12         | 9          | 7344381  | 7369499  | 710.6238 | 3.33364  | 1.077445 | 3.094022       | 0.001975 | 0.041249   |
| ENSMUSG00000046908 | Ltb4r1        | 14         | 56003419 | 56005951 | 289.6353 | 3.237709 | 0.688251 | 4.704257       | 2.55E-06 | 0.000345   |
| ENSMUSG00000023132 | Gzma          | 13         | 1.13E+08 | 1.13E+08 | 385.8003 | 3.074394 | 0.717546 | 4.284593       | 1.83E-05 | 0.001576   |
| ENSMUSG00000015437 | Gzmb          | 14         | 56496295 | 56499717 | 1079.507 | 3.011865 | 0.872738 | 3.451052       | 0.000558 | 0.019465   |
| ENSMUSG00000037202 | Prf1          | 10         | 61133612 | 61140459 | 1059.255 | 2.79106  | 0.871165 | 3.203823       | 0.001356 | 0.033649   |

B

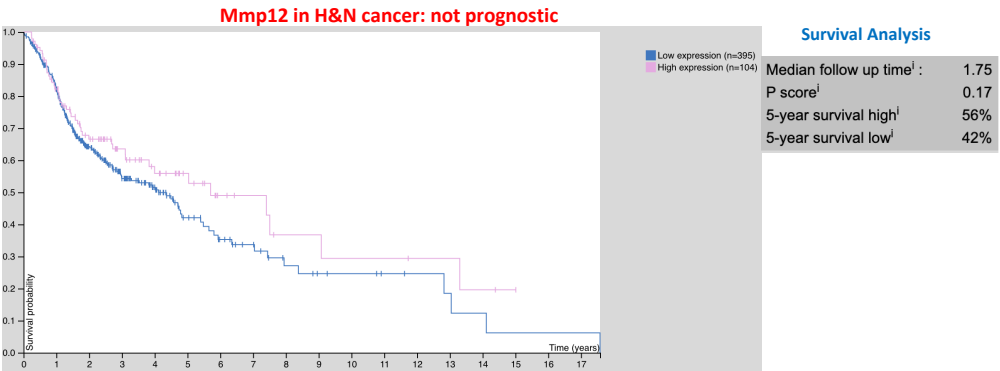

C

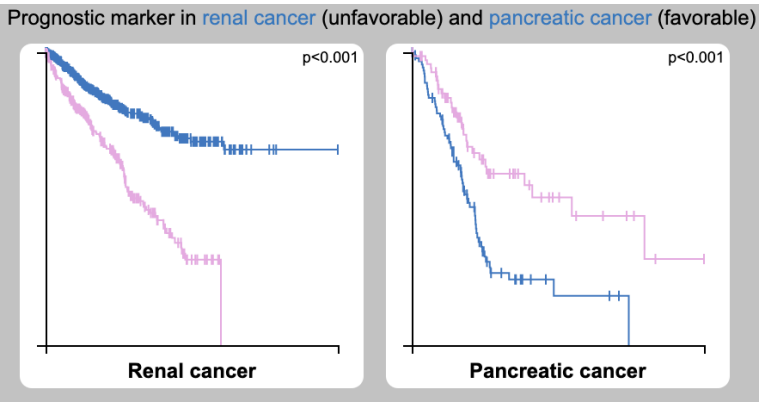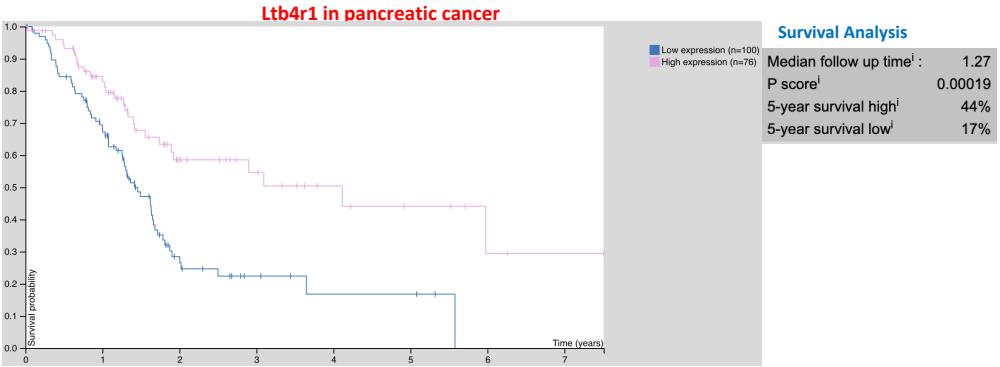

**Supplement:** Supplementary file 1 — Data S1.

How the deposited data were processed for this re-analysis (not part of the article)

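Each value in the gene table that was used is an expected count: the authors trimmed the reads with Trimmomatic 0.39, estimated fragments per transcript with Salmon on GRCm39 and summed them to genes, and deposited the estimates without scaling for depth. The submitters' notes give Salmon 1.5.0, where the paper's methods state a later patch version, and the methods also state the version of FastQC. A second table deposited by the authors holds log2 values, made from the counts before deposit. Over 8096 genes, they equal the log2 of the count over a size factor to within 9.49e-04, with a lowest value of −3.27 where the count is 0. This second table was compared with the counts and not used for tests.

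The count table holds 54309 genes, 51484 with a symbol, in 20 libraries (10 groups of 2), and 71.5% of its values, zeros included, are exactly whole numbers with no tolerance. Library totals lay between 43.9 and 72.1 with a median of 54.9 (in units of 1e6). Counts were rounded. Genes were kept by edgeR's filterByExpr over the 10 groups (minimum count 10, minimum total 15), which left 19567 genes. Library sizes were scaled by TMM, and a quasi-likelihood model with robust dispersions was fitted to all 20 libraries, with 10 residual degrees of freedom and a common biological coefficient of variation of 38.7%. The comparisons were each of 9 treated groups with control, APG-157 + anti-CTLA-4 with anti-CTLA-4 and with anti-CD8 + APG-157 + anti-CTLA-4, and the interaction of APG-157 and anti-CTLA-4. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change over 2 in size. Where a gene had 0 counts in a group, the fold is a bound from a floor of 3 counts over the group. Tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15 and matplotlib 3.10.9.

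Gene lists written in advance were tested with limma's camera at a preset correlation of 0.01, adjusted over 270 tests, and with an estimated correlation. They were: T cell, cytotoxic effector, regulatory T cell, T cell checkpoint and exhaustion, natural killer cell, B cell and plasma cell, macrophage, neutrophil, dendritic cell, interferon gamma response, type I interferon response, antigen presentation, inflammatory cytokines and NF-κB targets, apoptosis and DNA damage response, collagen and extracellular matrix, matrix genes labelled in Fig. 4A, fibroblast, skeletal muscle without the genes of Fig. S10A, genes of Fig. S10A, genes of Fig. S11A, heart muscle, adipocyte, endothelial cell, epidermis and hair follicle, cartilage and bone, red blood cell, proliferation, epithelial-mesenchymal transition, immediate early genes, and mitochondrially encoded genes. Members of a list were counted at an adjusted p under 0.05 with no fold minimum. The share of Trbv13-3 was tested in edgeR over 19 variable segments of the beta chain with a total of at least 10 counts, with the total of these segments as library size, adjusted over 9 comparisons. List levels per library are means of log2 of CPM plus 0.1.

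The alternatives were: a log2 fold minimum of 1 or none, median-ratio (RLE) factors, no low-count filter, a filter at a mean of 1 CPM, the replicate letter as a block, the mean of the skeletal muscle list as a covariate, each compared library left out in turn, DESeq2 (Wald test, no fold shrinkage) on all 20 libraries, edgeR and DESeq2 on the 2 compared groups only, and for the segment share a total without Trbv13-1 and Trbv13-2 and the test over all genes. Chosen after seeing the data were the 2 APG-157 + anti-CTLA-4 libraries summed as 1 sample, a fit without replicate B of anti-CD8 + APG-157 + anti-CTLA-4, and the genes of Fig. S10A split into 8 muscle genes and 2 others, with and without the covariate.

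In simulated counts on the design of APG-157 + anti-CTLA-4 against control, edgeR recovered 86 of 100 genes at a log2 fold change of 3 and 94 of 100 at 5, with 5 false calls among 19149 genes. DESeq2 recovered 91 and 99 of 100, with 38 false calls among 19567 genes. These rates hold for the simulated counts only. In the real comparison, 302 genes lay beyond the fold minimum at an unadjusted p under 0.05, and edgeR called 3. A gene that edgeR did not call is therefore not shown to be unchanged. A raised list had p = 7.36e-108 in limma's camera at the preset and 4.25e-10 at the estimated correlation, and 0 of 30 random lists passed. Random lists do not show how the preset works for lists whose genes vary together. Of 116 list calls at the preset in the real libraries, 4 were kept with an estimated correlation. A segment share raised by a log2 of 3 was fitted at 3.25 and not called by edgeR at the dispersion of these libraries (adjusted p = 0.68). At a dispersion of 0.02, it was fitted at 2.64 and called (adjusted p = 2.08e-09 from edgeR). Each is a single fit, which gives no rate of detection.

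Genes are named by a rule: genes the paper names from RNA-seq or tabulates in Fig. S10A and Fig. S11A, labelled genes of its volcano plots where a claim needs them, the top 10 called genes per direction of the leading comparisons (and 3 in others) whose libraries do not overlap with control, up to 4 members with the smallest p of each list, and a set of immune, signaling and epithelial genes. Values in Fig. S8B, Fig. S10A and Fig. S11A had been seen when the rule was written. Cell type estimates, reads, histology, cytometry and tumor sizes were not analysed here. Results for a few single genes are not reported here.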

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

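The tests of explanations for the 3 patterns below were chosen after the result was seen, except the comparison of variable segments between the 2 APG-157 + anti-CTLA-4 libraries and its counterpart in the other groups; the interaction test and its settings were not, apart from 2 settings named beside it.

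Replicate B of anti-CD8 + APG-157 + anti-CTLA-4 carried a signal of Adipoq, the adipocyte hormone adiponectin, which the paper's text does not mention: it was at 355 CPM there (16805 counts, against 0 to 170 counts in the other 19 libraries). The paper labels other adipocyte genes in Fig. S8 and S9 (Fabp4, Lpl, Car3, Cfd and Gpd1). In the same library, 11.5% of all counts came from 1 gene without a symbol. Gm43802, a predicted gene, differed between groups in its response: the interaction of APG-157 and anti-CTLA-4 passed the test (adjusted p = 0.0424 from edgeR's quasi-likelihood test), and the gene was at least 464-fold higher with both than with anti-CTLA-4 alone, with 13.2 ± 0.511 CPM with both, 3.32 ± 1.23 CPM in control, 2.82 ± 1.10 CPM with APG-157 and 0 counts with anti-CTLA-4 (SD, n = 2). edgeR's quasi-likelihood test kept this call with RLE factors, the stricter low-count filter, the replicate block and the skeletal muscle covariate, and lost it without a low-count filter (adjusted p = 0.0630) and without any 1 of the 8 libraries of the 4 groups (adjusted p = 0.11 to 0.32), and also, in 2 settings added after seeing the data, without replicate B of anti-CD8 + APG-157 + anti-CTLA-4 (adjusted p = 0.0688) and with the 2 APG-157 + anti-CTLA-4 libraries summed (adjusted p = 0.18). DESeq2 called it (adjusted p = 1.93e-08).

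The 2 APG-157 + anti-CTLA-4 libraries lay closer to each other than those of any other group. One library deposited 2 times is argued against by a chi-square per gene of 11.0, far above counting error. For 2 tumors made alike by treatment, variable segments of immunoglobulins and T cell receptor alpha chains, which differ between tumors, should be no closer than in other groups, yet their distance was 0.467 against 0.609 in the next closest group. A single tumor is argued against by the bound set in advance, 0.304, which the distance of 0.467 exceeded. That bound lay within what counting error alone gives for 1 pool (median 0.291, upper limit 0.343), but 0.467 exceeds this limit as well. A single tumor is not excluded, since how far apart 2 pieces of 1 tumor lie was not measured. The distance of 0.467 was also the lowest among 190 library pairs, with 0.541 the next. The paper reports a single small resected tumor of this group for cytometry and histology and none for Western blots, and does not say which tumors gave the RNA.

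The genes of Fig. S10A were lower with APG-157 + anti-CTLA-4 than in control. A differing share of skeletal muscle in the resected tissue may account for its 8 muscle genes: over the 9 other groups, the difference between replicates A and B in these genes followed that in 36 other skeletal muscle genes, with r = 0.998 (exact p = 8.27e-06, adjusted p = 4.13e-05 over 5 measures by Benjamini-Hochberg), and 3 libraries of other groups with as low a muscle level held 1, 4 and 5 counts of the 8 genes in all. With the skeletal muscle covariate, the median fitted log2 fold change of the 8 genes went from −6.84 to −2.85 (highest −0.20) and that of the other 2 from −11.58 to −11.74, values that are no bounds where a gene had 0 counts; the 8 stayed called as a set (adjusted p = 2.59e-04 without and 0.0124 with it over 4 tests from limma's camera, adjusted p = 0.18 and 0.0891 with an estimated correlation), which says little against muscle as their whole cause, since the study picked them from the same libraries. Muscle is argued against for Gm42429 and Gm43587, which had at least 64 counts in each of those 3 libraries, a response in the tabulated genes alone by the median log2 fold change of −4.59 in the 36 genes, and a lower depth by a ratio of library totals of 1.08. The same differences had r = 0.80 for collagen and matrix genes and 0.76 for endothelial genes (exact test, adjusted p = 0.0232 and 0.0271 by Benjamini-Hochberg), and 0.42 for red blood cell and 0.11 for cytotoxic genes (exact test, adjusted p = 0.32 and 0.78 by Benjamini-Hochberg).

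Trbv13-3 was higher in counts with APG-157 + anti-CTLA-4 and with anti-PD-1 + anti-CTLA-4. More T cells alone are not excluded with APG-157 + anti-CTLA-4. There, 23 T cell genes had a median log2 fold change of 0.34 (SD over genes 0.34, highest 1.15). Trbv13-3 had 3.38 (standard error 1.54), and neither edgeR nor DESeq2 called it on all 20 libraries. With 1 library left out, the median was 0.16 to 0.72, each time below the value of Trbv13-3 less its standard error. The highest gene, 1.27, passed that bound, 0.83, without control replicate A. A bound of 1 standard error is too narrow to decide. With anti-PD-1 + anti-CTLA-4, more T cells alone cannot be told apart from a rise of this segment. The median of the T cell genes was 2.42, and the highest gene, 2.90, came within the standard error (1.58) of the 4.33 of Trbv13-3. The share of Trbv13-3 decides nothing with APG-157 + anti-CTLA-4, as edgeR missed a simulated rise of 3 (log2) there. With anti-PD-1 + anti-CTLA-4, the share was not called either (log2 fold change 2.06, standard error 1.57). No simulation was run for that comparison, so what the test could detect there is unknown. Reads of Trbv13-1 and Trbv13-2 counted as Trbv13-3 cannot be excluded either, since the control libraries disagree: the summed share of the 3 segments was 59.3% in control replicate A and 9.57% in B, so that its lower ratio to control over the 2 groups was 0.927 with both, 2.99 without replicate A and 0.482 without replicate B. Outgrowth of single T cell clones that differ from tumor to tumor may also account for it: 7 other segments exceeded 10% of counts and 4 times their median share in at least 1 of the 10 libraries with at least 100 segment counts (15 segments without that minimum, which was added after seeing the data), and Trbv13-3 itself in 3, both APG-157 + anti-CTLA-4 libraries among them.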

How the results depend on the processing

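The fit with the 2 APG-157 + anti-CTLA-4 libraries summed as 1 sample and the fit without replicate B of anti-CD8 + APG-157 + anti-CTLA-4 were chosen after the results were seen. Counts of called genes depended most on the tool and on which libraries entered the fit; except where a number below is explained, the cause was not tested.

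DESeq2 on all 20 libraries gave 16 changed genes with APG-157, 9 with anti-PD-1, 14 with anti-CTLA-4, 15 with APG-157 + anti-PD-1, 20 with these 3 agents together, 16 with anti-CD8 and 1264 with anti-CD8 + APG-157 + anti-CTLA-4, 34 higher and 88 lower with APG-157 + anti-CTLA-4, and 42 higher and 5 lower with anti-PD-1 + anti-CTLA-4. For APG-157 + anti-CTLA-4, it gave 2359 genes against the anti-CD8 combination, 270 against anti-CTLA-4 and 49 with an interaction. DESeq2 on the 2 compared groups only gave 19, 37, 24, 46, 132, 45 and 334 changed genes in the first 7 of these, 91 higher and 189 lower, 246 higher and 11 lower, and 353 against anti-CTLA-4. edgeR on the 2 compared groups only gave 71 higher and 139 lower with APG-157 + anti-CTLA-4, 162 higher and 6 lower with anti-PD-1 + anti-CTLA-4, 11 with anti-CD8, 122 against anti-CTLA-4, and 0 for the anti-CD8 combination against control and 0 against APG-157 + anti-CTLA-4.

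Without a low-count filter, APG-157 + anti-CTLA-4 had 1 higher gene (1700017M07Rik) and 5 lower, with 796 against the anti-CD8 combination, 22 against anti-CTLA-4 and 0 with an interaction. The stricter filter gave 816 and 34 for the same comparisons. The number of genes changed in APG-157 + anti-CTLA-4 versus Anti-CD8 + APG-157 + anti-CTLA-4 was 2038 with a fold minimum of 1 (log2) and 3722 with none, as a lower minimum must raise it. With the skeletal muscle covariate, APG-157 + anti-CTLA-4 had 0 lower genes and anti-CTLA-4 had 1 (Gm43802). The replicate block gave 44 against anti-CTLA-4; replicates of different groups share only a letter, since over 45 pairs of groups their differences had correlations from −0.51 to 0.79 with a median of 0.01 (14 over 0.1 and 10 under −0.1). With the block, Col6a2 was no longer called with APG-157 + anti-CTLA-4 against control (adjusted p = 0.0550 from edgeR's quasi-likelihood test), while Mgp and Ntng1 were. Summed as 1 sample, APG-157 + anti-CTLA-4 had 0 lower genes, 2 against the anti-CD8 combination, 0 against anti-CTLA-4 and 0 with an interaction.

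Leaving out 1 library assumes that the lone library of a group varies like the others. It gave 0 to 1 changed genes with anti-PD-1, APG-157, anti-CTLA-4, the 3 agents together and anti-CD8, 0 to 1 higher with anti-PD-1 + anti-CTLA-4, 1 to 2759 with the anti-CD8 combination, 2 to 3613 for APG-157 + anti-CTLA-4 against it, 0 to 66 against anti-CTLA-4 and 0 to 2 with an interaction. For APG-157 + anti-CTLA-4 against control, it gave 0 to 3 higher and 0 to 9 lower genes. The highest, 3613 and 2759, came without replicate A of the anti-CD8 combination, and 3, 9 and 66 without its replicate B. Of the 116 list calls, 4 were kept with an estimated correlation, and 76 (without control replicate A) to 115 with 1 library left out, where 86 to 129 lists were called in all. The log2 fold change of the Trbv13-3 share was 2.60 to 3.32 over the settings that test the share with APG-157 + anti-CTLA-4 and 1.80 to 2.39 with anti-PD-1 + anti-CTLA-4. That of the gene among all genes was 3.38 and 4.33. With APG-157 + anti-CTLA-4, the adjusted p says nothing of stability, since edgeR also missed a simulated rise of 3 (log2) at the dispersion of these libraries. No such simulation was run for anti-PD-1 + anti-CTLA-4.

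A few uncalled genes changed direction in APG-157 + anti-CTLA-4 against control: Cd4 to 0.11 with the skeletal muscle covariate, and with 1 library left out Ctla4 (−0.43 without treated replicate A, 0.07 without control replicate A and 0.17 without treated replicate B), Il1b (−0.41 without control replicate B and 0.33 without control replicate A), Nfkbia (−0.34 without control replicate A and 0.31 without control replicate B), Twist1 (−0.44 and 0.11, in the same order) and Zeb1 (0.24 and −0.082, in the same order). With library totals from 43.9 to 72.1 (in units of 1e6), genes with few counts, such as the variable segments and Tceal7, have wide intervals.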

Differences from the paper's values

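No test here was chosen after the result was seen, except where a sentence says so. The paper's counts of changed genes come from Fig. S8B. Its methods name DESeq2 and apeglm, with shrinkage of fold changes. The main counts here come from edgeR, and DESeq2 was run here without fold shrinkage. Neither repeats the paper's procedure, and the effect of shrinkage on the counts was not tested. The fold minimum used here is the one in the legend of Figure 4.

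For APG-157 + anti-CTLA-4, the paper's counts are 15 higher and 46 lower genes in Fig. S8B, and edgeR gave 0 and 3 here (2171 genes at an unadjusted p under 0.05). None of the alternatives set before the data were examined came within 1.5 times of either: DESeq2 gave 34 and 88, edgeR on the 2 groups 71 and 139, DESeq2 on the 2 groups 91 and 189, and no low-count filter 1 and 5.

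For anti-PD-1 + anti-CTLA-4, the paper's counts are 25 higher and 2 lower genes in Fig. S8B, against 0 and 0 by edgeR here (1182 genes at an unadjusted p under 0.05). No alternative came within 1.5 times: DESeq2 gave 42 and 5, edgeR on the 2 groups 162 and 6, and DESeq2 on the 2 groups 246 and 11.

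For anti-CD8 + APG-157 + anti-CTLA-4, the paper's counts are 116 higher and 6 lower genes in Fig. S8B, against 0 and 2 by edgeR here (3734 genes at an unadjusted p under 0.05). No alternative came within 1.5 times: DESeq2 gave 1251 and 13, DESeq2 on the 2 groups 323 and 11, and edgeR without replicate A of the treated group 2683 and 76. For anti-CD8, the paper's count is 4 lower genes in Fig. S8B, against 0 by edgeR (233 genes at an unadjusted p under 0.05), with 9 by DESeq2, 11 by edgeR on the 2 groups and 37 by DESeq2 on the 2 groups, none within 1.5 times.

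For anti-CTLA-4, the paper's counts are 3 higher and 7 lower genes in Fig. S8B, against 0 and 0 by edgeR here (1262 genes at an unadjusted p under 0.05). DESeq2 on all 20 libraries, with 8 lower genes, came within 1.5 times of the lower count, and no other alternative did; DESeq2 gave 6 higher genes, and on the 2 groups 13 higher and 11 lower. For anti-PD-1, the paper's counts are 1 higher and 1 lower gene in Fig. S8B, against 0 and 0 by edgeR (121 genes at an unadjusted p under 0.05). The fit without control replicate A reached 1 higher gene, Pde2a, and no alternative came within 1.5 times of the lower count, with 6 higher and 3 lower by DESeq2 and 34 and 3 on the 2 groups.

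For APG-157, the paper's count is 4 lower genes in Fig. S8B, against 0 by edgeR here (149 genes at an unadjusted p under 0.05), with 9 by DESeq2 and 17 by DESeq2 on the 2 groups, none within 1.5 times. For APG-157 + anti-PD-1, the paper's counts are 3 higher and 3 lower genes in Fig. S8B, against 0 and 0 by edgeR (476 genes at an unadjusted p under 0.05), with 7 and 8 by DESeq2 and 19 and 27 on the 2 groups, none within 1.5 times. For APG-157 with anti-PD-1 and anti-CTLA-4, the paper's counts are 2 higher and 4 lower genes in Fig. S8B, against 0 and 0 by edgeR (877 genes at an unadjusted p under 0.05), with 11 and 9 by DESeq2 and 26 and 106 on the 2 groups, none within 1.5 times.

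The paper counts the genes of Fig. S10A and Fig. S11A as changed with APG-157 + anti-CTLA-4, and edgeR called none of these 20 here, with all 10 of Fig. S10A negative and all 10 of Fig. S11A positive in fold change. DESeq2 on all 20 libraries called all 10 of Fig. S10A and 7 of Fig. S11A (Acod1, Slc7a2, 1700017M07Rik, Ltb4r1, Gzma, Gzmb and Prf1). edgeR on the 2 groups called Lmod2, Gm43587 and all of Fig. S11A except Gm48836. DESeq2 on the 2 groups called Myo18b, Lmod2, Eef1a2, Gm42429, Gm43587 and all 10 of Fig. S11A, and edgeR without a low-count filter called 1700017M07Rik. Of the 8 matrix genes labelled in Fig. 4A, edgeR called Mgp, and DESeq2 on all 20 libraries called all 8. The paper reports Trbv13-3 as higher with anti-PD-1 + anti-CTLA-4, where edgeR did not call it here; both tools called it on the 2 compared groups only.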

Other observations

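No test in this part was chosen only after its result was seen; the counts of single genes in the fourth paragraph were picked after seeing them. Foxp3, the transcription factor of regulatory T cells, was at 0.323 ± 0.0607 CPM with APG-157 + anti-CTLA-4 and 1.92 ± 0.504 CPM in control (SD, n = 2), a log2 fold change of −2.57 (standard error 0.54, adjusted p = 0.17 from edgeR's quasi-likelihood test, adjusted p = 0.00112 from DESeq2). Of 10 regulatory T cell genes, 8 had a negative fold change, such as Tnfrsf4 (−1.21) and Ccr8 (−1.29, −0.65 and −2.34 without replicate A or B of the treated group), and the set was not called (median −0.46, adjusted p = 0.0628 from limma's camera), nor were 11 checkpoint and exhaustion genes (median 0.25, adjusted p = 0.0628 from limma's camera). Red blood cell genes were lower in 6 of 7 cases, such as the hemoglobin genes Hba-a2 (−3.15) and Hbb-bs (−3.13; −1.23 and −1.32 without control replicate B), with a median of −3.05 with genes at 0 counts at their bounds (adjusted p = 8.03e-04 from limma's camera, adjusted p = 0.54 with an estimated correlation); the median of fitted values was −3.13, and −1.26 without control replicate B (adjusted p = 0.0166 from limma's camera).

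Among genes the paper follows with other methods, Cd274, which encodes PD-L1, was at 59.7 ± 0.394 CPM with APG-157 + anti-CTLA-4 and 14.2 ± 4.98 CPM in control (log2 fold change 2.07, standard error 1.00, adjusted p = 0.47 from edgeR's quasi-likelihood test), and Stat3 was at 168 ± 6.29 against 131 ± 19.4 CPM (0.36, and 0.21 without control replicate B). Snai1, a repressor of E-cadherin, was at 16.5 ± 1.27 against 20.6 ± 0.319 CPM (−0.32), and Cdh1, which encodes E-cadherin, had a log2 fold change of 1.19. Il1b was at 4.87 ± 0.0964 against 5.15 ± 1.81 CPM, and Irf1, Nfkb1 and Rela had log2 fold changes of 0.92, 0.26 (0.44 and 0.10 without control replicate A or B) and 0.13, none of them called by edgeR.

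In other comparisons with control, T cell genes were lower with APG-157 in 22 of 23 cases (median −1.11, adjusted p = 9.93e-13 from limma's camera, adjusted p = 0.48 with an estimated correlation) and with anti-CD8 in 23 of 23 (−1.39, adjusted p = 1.93e-15 from limma's camera, adjusted p = 0.39 with an estimated correlation). Cytotoxic genes were higher in 18 of 18 cases with anti-CTLA-4 (1.74, adjusted p = 1.34e-07 from limma's camera, adjusted p = 0.52 with an estimated correlation), a call lost without its replicate A (0.36, adjusted p = 0.29 from limma's camera): their mean log2 CPM was 3.68 and 1.93 in its 2 libraries and 0.47 and 2.07 in control. They were also higher with all 3 agents together (1.99, adjusted p = 1.20e-14 from limma's camera, adjusted p = 0.32 with an estimated correlation), with a median of 0.31 without replicate A (adjusted p = 9.62e-05 from limma's camera). Interferon gamma genes were higher with APG-157 + anti-PD-1 in 27 of 27 cases (0.74, adjusted p = 2.79e-09 from limma's camera, adjusted p = 0.59 with an estimated correlation; 0.37 without replicate A and 1.16 without B, adjusted p = 0.0117 and 1.21e-10 from limma's camera) and lower with anti-CD8 (−0.82, adjusted p = 1.13e-11 from limma's camera, adjusted p = 0.54 with an estimated correlation). With anti-CD8 + APG-157 + anti-CTLA-4, all 15 adipocyte genes were higher, with a median of 9.04 at bounds (adjusted p = 9.24e-07 from limma's camera, adjusted p = 0.54 with an estimated correlation), a signal that stood out in replicate B: the median of fitted values was 9.16, and 1.26 without that library (adjusted p = 0.0115 from limma's camera).

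Cd8a had 8, 9, 18 and 18 counts in the 4 libraries of the groups given anti-CD8 and 36 to 3271 in the other 16. Xist, the RNA of the inactive X chromosome, had 158 counts in replicate A of the group given all 3 agents and 4131 to 16777 in the other 19 libraries. Against anti-CD8 + APG-157 + anti-CTLA-4, APG-157 + anti-CTLA-4 had 34 higher and 1314 lower genes by edgeR, among them Cd8a (log2 fold change 5.23, standard error 1.53, adjusted p = 0.0385 from edgeR's quasi-likelihood test) and Grem1 (3.05) on the higher side and Car3 (−15.29) on the lower. Car3 rested on replicate B of the anti-CD8 combination, at 3389 CPM against 30.6 in A, and had −9.48 without it. Without either APG-157 + anti-CTLA-4 library, or without that replicate B, the calls of Cd8a, Grem1 and Car3 were lost, and that of Cd8a also without replicate A of the anti-CD8 combination. The number of called genes also moved widely with the library left out. Without replicate B of the anti-CD8 combination, Foxp3 and Ntng1, named after their values were seen, had log2 fold changes of −3.24 and −2.89. A fit of the 2 groups alone by edgeR gave 0 genes, while DESeq2 on all 20 libraries gave 2359.

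The remaining lists were not called for APG-157 + anti-CTLA-4 against control, with adjusted p from limma's camera of 0.20 for B cell and plasma cell, 0.44 for dendritic cell, 0.32 for antigen presentation, 0.92 for heart muscle, 0.30 for adipocyte, 0.79 for epidermis and hair follicle, 0.61 for cartilage and bone, 0.34 for proliferation, 0.98 for epithelial-mesenchymal transition, 0.90 for immediate early and 0.0674 for mitochondrially encoded genes. For anti-PD-1 + anti-CTLA-4, the 10 genes of Fig. S11A were higher as a set (median 3.72, adjusted p = 1.75e-20 from limma's camera, adjusted p = 0.0397 with an estimated correlation). The study chose these genes on the other comparison, which has the same control libraries, so their direction here is not independent evidence.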
